# YAP Activation Drives Liver Regeneration after Cholestatic Damage Induced by *Rbpj* Deletion

**DOI:** 10.3390/ijms19123801

**Published:** 2018-11-29

**Authors:** Umesh Tharehalli, Michael Svinarenko, Johann M. Kraus, Silke D. Kühlwein, Robin Szekely, Ute Kiesle, Annika Scheffold, Thomas F.E. Barth, Alexander Kleger, Reinhold Schirmbeck, Hans A. Kestler, Thomas Seufferlein, Franz Oswald, Sarah-Fee Katz, André Lechel

**Keywords:** Notch signalling pathway, cholestasis, YAP activation, Hippo signalling pathway, hepatocyte transdifferentiation, maturation of bile ducts

## Abstract

Liver cholestasis is a chronic liver disease and a major health problem worldwide. Cholestasis is characterised by a decrease in bile flow due to impaired secretion by hepatocytes or by obstruction of bile flow through intra- or extrahepatic bile ducts. Thereby cholestasis can induce ductal proliferation, hepatocyte injury and liver fibrosis. Notch signalling promotes the formation and maturation of bile duct structures. Here we investigated the liver regeneration process in the context of cholestasis induced by disruption of the Notch signalling pathway. Liver-specific deletion of recombination signal binding protein for immunoglobulin kappa j region (*Rbpj*), which represents a key regulator of Notch signalling, induces severe cholestasis through impaired intra-hepatic bile duct (IHBD) maturation, severe necrosis and increased lethality. Deregulation of the biliary compartment and cholestasis are associated with the change of several signalling pathways including a Kyoto Encyclopedia of Genes and Genomes (KEGG) gene set representing the Hippo pathway, further yes-associated protein (YAP) activation and upregulation of SRY (sex determining region Y)-box 9 (SOX9), which is associated with transdifferentiation of hepatocytes. SOX9 upregulation in cholestatic liver injury in vitro is independent of Notch signalling. We could comprehensively address that in vivo *Rbpj* depletion is followed by YAP activation, which influences the transdifferentiation of hepatocytes and thereby contributing to liver regeneration.

## 1. Introduction

Chronic liver disease (CLD) is characterised by a permanent damage of liver cells followed by activation of repair mechanisms and represent a major health problem worldwide. Twenty-nine million people in the European Union suffered from CLD in 2013 [1,2]. Liver transplantation is the only cure for end-stage liver disease patients. Hence, it is of upmost interest to understand the mechanisms controlling liver regeneration in CLD and to identify involved pathways and biomarkers for early diagnosis and treatment. Liver disease affecting bile acid regulation is called cholestatic liver disease. It can be caused by drugs, autoimmune damage of bile ducts, genetic defects and developmental disorders. Liver regeneration in the context of a cholestatic liver disease needs to replace damaged cells, generate branching tubules and a fibrovascular stroma to preserve the new tissue. Several studies addressed the role of Notch signalling in liver development [3,4,5,6,7,8] and liver regeneration [9,10,11]. Notch signalling is an evolutionarily conserved pathway regulating numerous cellular processes including cell fate decision and differentiation [12,13]. Notch is required to commit hepatic progenitor cells (HPC) to the biliary fate and to orchestrate the biliary tree remodelling. Recombination signal binding protein for immunoglobulin kappa j region (RBPJ) is the central downstream effector of Notch signalling and is essential for the activation of the Notch pathway [14]. Liver-specific *Rbpj* deletion in mice causes impaired intrahepatic bile duct development, severe cholestasis, hepatic necrosis and fibrosis [15,16]. Through the capability of a cellular plasticity, the liver is able to generate intra-hepatic bile ducts (IHBD) independent of Notch signalling. Thereby the biliary lineage marker SOX9 is acquired in periportal as well as in interlobular hepatocytes to form an intermediate cell phenotype [16,17].

Here, we show that the liver-specific deletion of *Rbpj* induced growth reduction, liver cholestasis and hepatic necrosis followed by a compensatory liver regeneration. Due to hepatic cholestasis, we depicted increased IQGAP1 expression and subsequent nuclear translocation of YAP, which results in hepatocyte differentiation by induction of SOX9 towards an intermediate phenotype. In addition, from our study of in vitro cholestatic liver injury, we could show that upregulation of *Sox9* expression upon induction of cholestasis is independent of Notch signalling. We suppose the activation of YAP as a mechanism how the cholestatic liver can regenerate upon loss of *Rbpj*.

## 2. Results

### 2.1. Liver-Specific Embryonic Deletion of Rbpj Results in Reduced Body Size and Impaired Survival

For the investigation of liver regeneration in the context of cholestatic liver disease, we used a transgenic mouse model for the abrogation of Notch signalling [7]. We crossed a conditional *Rbpj* cKO mouse [18] with an *AlfpCre* mouse [19] on a C57BL/6J background (Figure S1A–C). All *Rbpj* knockout (*Rbpj*^−/−^) mice were phenotypically small (Figure 1A). The body weight was monitored for up to 36 weeks and reduced body weight of *Rbpj*^−/−^ mice was observed at every monitored time point (Figure 1B). The reduced body weight was observed in both sexes and was more pronounced in male mice (Figure S1D,E). Liver-specific deletion of *Rbpj* induces increased lethality within five weeks after birth (Figure 1C). No further lethality was observed at later time point. In order to verify the efficiency of *Rbpj* deletion in the liver, we performed quantitative real-time polymerase chain reaction (qRT-PCR) and Western blotting. We observed reduction of *Rbpj* expression at mRNA and protein levels in *Rbpj*^−/−^ mice (Figure 1D; Figure S1F).

### 2.2. Loss of RBPJ Results in Impaired Maturation of IHBD

Notch signalling is known to regulate cell fate decision and maintenance of stem cells in the liver. In mice, bile duct morphogenesis starts after embryonic day (ED) 15 and continues until the first two weeks after birth. CK19 and CK7 are markers for mature bile ducts, whose expression gradually increases during maturation. We compared *Rbpj*^+/+^ and *Rbpj*^−/−^ mice at the age of 4 and 36 weeks to study IHBD changes (Figure 2A–D). Mature bile ducts were well organized into the mesenchyme around the branches of the portal vein and showed a strong expression of CK19/CK7 in *Rbpj*^+/+^ liver (Figure 2A,C). In sharp contrast, liver from 4-week-old *Rbpj*^−/−^ mice showed CK19/CK7 positive immature tubular structures and cluster of scattered CK19/CK7 positive cells without a lumen indicating impaired maturation of bile duct structures (Figure 2B,D). Interestingly, 36-week-old *Rbpj*^−/−^ mice showed the formation of matured bile duct structures along with persisting immature and scattered biliary epithelial cells (BEC) (Figure 2A,C). No differences were observed in the expression of CK19 mRNA between *Rbpj*^−/−^ and *Rbpj*^+/+^ mice (Figure S2E).

### 2.3. Loss of RBPJ Results in Hepatic Cholestasis and Necrosis

Because of impaired IHBD formation through *Rbpj* deletion, mice had developed cholestasis as measured by increased serum parameters total bilirubin (TB), alkaline phosphatase (ALP), alanine aminotransferase (ALT), and aspartate aminotransferase (AST). Interestingly, serum parameters that indicated cholestasis in 4-week-old *Rbpj*^−/−^ mice were significantly reduced in 36-week-old *Rbpj*^−/−^ mice (Figure 3A–D). Histology analysis (Figure 3I–P) in 4-week-old *Rbpj*^−/−^ liver parenchyma showed massive confluent aseptic necrosis within zone 2 (Figure 3F,K,L). Surrounding and infiltrating immune cells as a sign of necrosis were observed at necrotic lesions in the liver of 4-week-old *Rbpj*^−/−^ mice (Figure S2C,D). However, 36-week-old *Rbpj*^−/−^ mice did not show any signs of necrosis and were comparable to *Rbpj*^+/+^ mice, suggesting a proper regeneration of the liver (Figure 3E,G,H–J,M–P and Figure S2B).

### 2.4. Increased Hepatocyte Proliferation and Induction of Hepatocyte Plasticity Due to RBPJ Deficiency-Induced Cholestasis

Impaired IHBD maturation obstructs the bile acid flow, which leads to accumulation of bile acids in the hepatic compartment causing necrosis (Figure 3K,L and Figure S2A). Liver regeneration was observed as a compensatory mechanism for the loss of hepatocytes in 4-week-old *Rbpj*^−/−^ mice as shown by immune histochemistry (IHC) analyses using the proliferation marker PCNA and the hepatocyte marker Albumin (Figure 4A,B). In contrast, livers of 36-week-old *Rbpj*^+/+^ and *Rbpj*^−/−^ mice did not exhibit elevated hepatocyte proliferation indicating a quiescent phenotype (Figure 4A,B). We confirmed these results by western blot analysis for PCNA (Figure S3A). A correlation of the number of PCNA positive hepatocytes with the non-necrotic area revealed that an increased number of hepatocytes were able to proliferate in a less necrotic environment in 4-week-old *Rbpj*^−/−^ mice (Figure S3B). High levels of necrosis suggest an impaired proliferation capacity and an increased mortality of *Rbpj*^−/−^ mice. Since cholangiocyte maturation and differentiation are impaired due to RBPJ deletion, we questioned the possible activation of hepatocyte transdifferentiation as one of the mechanisms for liver regeneration. Under normal physiological conditions, the expression of SOX9 is restricted to bile duct cells and HPCs. SOX9 expression in hepatocytes is a sign of hepatocellular plasticity and enables cells to enter an intermediate phenotype. Therefore, we co-stained liver sections with the progenitor cell marker SOX9 and hepatocyte cell marker HNF4α (Figure 4C,D). In addition, we stained for SOX9 and the biliary epithelial cell marker CK19 on serial sections (Figure 4E). Enrichment of SOX9^+^ HNF4α^+^ and SOX9^+^ CK19^−^ cells surrounding necrotic areas were evident in *Rbpj*^−/−^ liver at the age of 4 weeks (Figure 4C,E). Cellular morphology of SOX9^+^ HNF4α^+^ CK19^−^ cells resembled hepatocytes, indicating the possibility of hepatocyte transdifferentiation following cholestatic liver damage. Our findings are in line with earlier publications reporting activation of SOX9 in cells bearing hepatocyte morphology [16,20]. To estimate proliferating transdifferentiated hepatocytes, we performed SOX9/PCNA co-immunostaining. We observed 13.6% SOX9^+^ proliferating hepatocytes in 4-week-old *Rbpj*^−/−^ mice (Figure S3C,D).

### 2.5. YAP Activation to Bypass Notch Pathway Deficiency

We performed microarray analyses of whole liver tissue from 4-week-old *Rbpj*^+/+^ and *Rbpj*^−/−^ mice to identify major regulatory pathways and dysregulated genes in the cholestatic liver due to loss of *Rbpj* (Tables S1 and S2), which influence hepatocyte plasticity and/or contribute to liver regeneration. 

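RNA from whole liver of 7 mice at the age of 4 weeks was hybridised to mouse whole-genome oligonucleotide arrays, with 1 dye and 1 array per animal. The *Rbpj*+/+ group consisted of 4 *AlfpCre*- mice (arrays Rbpj +/+_1155, Rbpj +/+_1156, Rbpj +/+_1024 and Rbpj +/+_991) and the *Rbpj*-/- group of 3 *AlfpCre*+ mice (arrays Rbpj -/-_N3, Rbpj -/-_N5 and Rbpj -/-_2866), all carrying the floxed *Rbpj* allele. The number of arrays limits the precision of every value. The authors deposited the scanner output of each array, which gives the background-subtracted intensity of every spot without any normalization between arrays. Probes well above background numbered 26351, 34499, 22892 and 24473 on the *Rbpj*+/+ arrays and 36175, 26545 and 25625 on the *Rbpj*-/- arrays, in the order given. The higher numbers on Rbpj +/+_1156 and Rbpj -/-_N3 came with brighter dim probes, as the median intensity was 19.7 and 31.2 on these arrays and between 5.40 and 8.80 on the other 5. Spots marked as non-uniform or as population outliers were left out, spots of the same probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted from its log2 intensities. A probe was tested if it was well above background on all arrays of at least 1 genotype, which applied to 24550 probes. The genotypes were compared with limma, and a Benjamini-Hochberg adjusted p below 0.1, the false discovery rate of the paper, was taken as differential expression. Each gene was represented by its brightest tested probe, which gave 18772 genes. All arrays lay on 1 slide and were scanned together. The *Rbpj*+/+ arrays filled row 1 and the *Rbpj*-/- arrays row 2 of the slide, so an effect of the row and an effect of the genotype cannot be told apart.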

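The deleted gene was examined first. The brighter *Rbpj* probe lies on chromosome 5 from 54048503 to 54048562 of the mouse build mm9, in which the array's design gives its coordinates. Its normalized log2 intensity was 0.60 ± 0.34 (SD, n = 4) in *Rbpj*+/+ and −0.54 ± 0.22 (SD, n = 3) in *Rbpj*-/- liver, a log2 fold change of −1.13 (standard error 0.24, adjusted p = 0.0115 from limma). It did not pass without the filter for dim probes (adjusted p = 0.108, the highest over its alternatives, of which the lowest was 0.00456). Every *Rbpj*-/- animal lay below every *Rbpj*+/+ animal (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 3 animals allow). Which exons the floxed allele loses is not stated in the text of the paper or its supplement, and the construct scheme of Figure S1A was not used here. The probe may therefore lie outside the deleted part. Of the 18772 genes tested, 6413 were differentially expressed, 2741 higher and 3672 lower in *Rbpj*-/- liver, and 4426 passed an adjusted p of 0.05. With quantile normalization in place of the percentile shift the split turned to 3115 higher and 2853 lower, so the majority of lower genes depends on the scaling. A log2 fold change of at least 1 in either direction was found in 3030 of the 6413 genes, 1684 of them higher. The values of the genotypes did not overlap in 6860 genes or 36.5%, where chance gives 5.71%. The count depended most on the filter for dim probes, since without it 1642 of 35715 genes passed. Leaving out Rbpj -/-_N5 reduced it to 3721. The largest rises among genes measured in both genotypes were in *Sult2a1* (log2 fold change 9.77) and *Sult2a2* (9.61), whose probes are near-identical in sequence and may cross-hybridise. The largest falls among genes measured in both genotypes were in *Hsd3b5* (−10.94) and *Serpina4-ps1* (−10.18). The former 2 genes were well above background on 2 of 4 *Rbpj*+/+ arrays and the latter 2 on 1 of 3 *Rbpj*-/- arrays, so the size of each change rests in part on signals near background. Over all alternatives it lay between 6.82 and 10.45, 6.89 and 10.35, −12.16 and −7.91, and −10.95 and −6.69, in the order given.

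**Figure D1:**
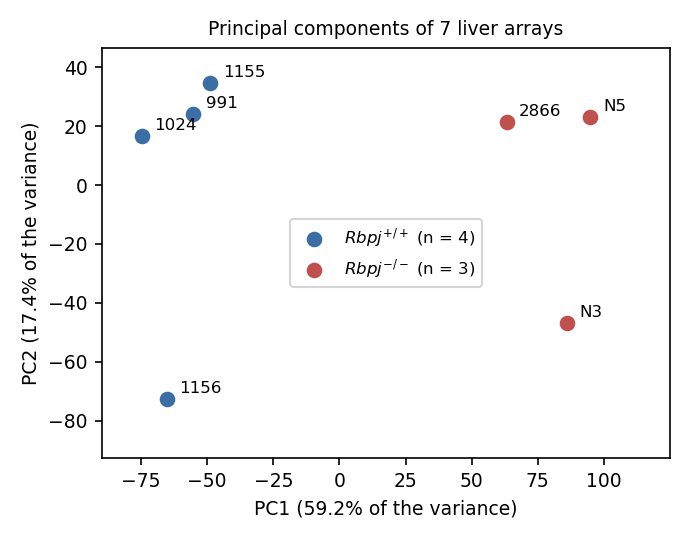
Principal component analysis of the 7 liver arrays. Each point is the array of 1 animal, blue for *Rbpj*+/+ (n = 4) and red for *Rbpj*-/- (n = 3), with the animal number of its title. PC1 (59.2% of the variance) has the *Rbpj*+/+ animals at −48.8 or below and the *Rbpj*-/- animals at 63.3 or above, and PC2 (17.4%) has Rbpj +/+_1156 (−72.6) and Rbpj -/-_N3 (−46.9) apart from the rest.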

Interestingly, distinct pathways such as metabolic pathways, Hippo and PI3K-AKT were dysregulated due to *Rbpj* deletion (Table S1). 

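Table S1 of the paper gives an overlap of 101 genes for the metabolic pathways, 14 for the Hippo and 37 for the PI3K-AKT signalling pathway, with false discovery rates of 4.4e-10, 0.0177 and 2.27e-06. The gene memberships behind these overlaps were not used here, except those of the Hippo signalling pathway. For metabolism, 4 families of drug- and hormone-metabolising enzymes were counted by gene symbol. Cytochrome P450 genes (*Cyp*) were mostly lower in *Rbpj*-/- liver, with 37 of 75 tested genes lower and 7 higher at an adjusted p below 0.1 (limma) and a median log2 fold change of −0.77. Among 13 UDP-glucuronosyltransferase genes (*Ugt*), 11 were lower and 0 higher (median −1.50). Genes with the symbol prefix of glutathione S-transferases (*Gst*) were higher in 6 and lower in 3 of 19 tested genes (median 0.64). The 3 lower genes no longer passed under quantile normalization. The 6 include *Gstcd* (1.13, well above background on 1 of 4 *Rbpj*+/+ arrays), which shares the prefix and may not encode such an enzyme. Of 13 sulfotransferase genes (*Sult*), 7 were higher and 5 lower (median 1.23), so this family changed in both directions. Except for *Sult1a1*, the higher genes were well above background on at most 2 of 4 *Rbpj*+/+ arrays. Among them are the paralogs *Sult2a1*, *Sult2a2*, *Sult2a3*, *Sult2a4* and *Sult2a6*, some of whose probes are alike and may cross-hybridise. The count of 7 and the median may therefore rest on fewer transcripts. These *Cyp*, *Ugt* and *Sult* directions and every median sign were also found under the other 4 ways of scaling or background correction. Without the filter for dim probes, 36 genes of the 4 families passed instead of 76.

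**Figure D2:**
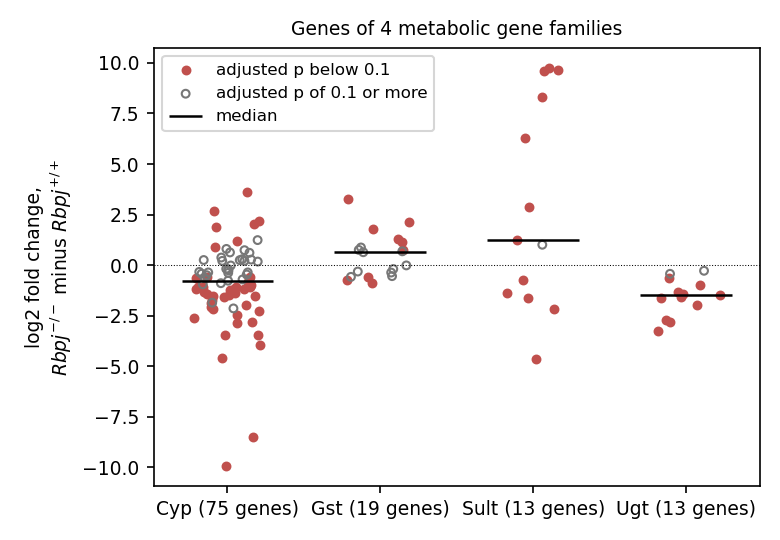
Log2 fold change (*Rbpj*-/- minus *Rbpj*+/+) of every tested gene of 4 metabolic families. Filled red points have an adjusted p below 0.1 from limma, open points do not, and the black bar is the family's median. The medians lie at −0.77 for *Cyp*, 0.64 for *Gst*, 1.23 for *Sult* and −1.50 for *Ugt*. Several *Sult* points are *Sult2a* paralogs, some of whose probes may cross-hybridise.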

We focused on the Hippo signalling pathway, which is the guardian of organ size regulation, involved in cell fate decision [21]. 

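The copy of Table S3 used here lists 155 of the 156 genes that KEGG assigns to the Hippo signalling pathway, and no enrichment test was run on it. All 155 names were matched to the array, and 119 genes had a probe well above background on all arrays of at least 1 genotype. Of these, 44 were differentially expressed between the genotypes, 30 higher and 14 lower in *Rbpj*-/- liver. This is 37.0% of the tested Hippo pathway genes, against 34.1% of all other tested genes. An unadjusted p below 0.05 was found in 50 genes and an adjusted p below 0.05 in 28. Adjusted over the list alone, 47 genes passed at 0.1, which is not independent evidence because the paper chose the pathway on the same arrays. The count fell to 9 without the filter for dim probes and to 24, 25 and 27 without Rbpj -/-_N5, Rbpj -/-_N3 or Rbpj +/+_1024, and it rose to 60 with normexp background correction.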

According to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, 156 genes are associated to the Hippo signalling pathway (Table S3). 

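The Hippo pathway genes shown in Figure 5A are *Actg1*, *Afp*, *Bmp8b*, *Ccnd1*, *Dvl3*, *Id4*, *Itgb2*, *Tcf7l2*, *Tead2*, *Tgfb1*, *Tgfbr2*, *Wnt10a*, *Wwtr1* and *Ywhah*. All 14 were differentially expressed, 12 higher and 2 lower in *Rbpj*-/- liver, and so were all 22 of their tested probes. The paper selected these 14 as differentially regulated on the same arrays, so this is not independent evidence. *Wwtr1*, which encodes the YAP paralogue TAZ, is read by 1 probe on chromosome 3 from 57259999 to 57260058 (mm9). Its normalized log2 intensity rose from 0.55 ± 0.32 (SD, n = 4) to 1.54 ± 0.12 (SD, n = 3). The log2 fold change was 0.99 (standard error 0.22, adjusted p = 0.0145 from limma) and stayed between 0.90 and 1.14 when each animal was left out. All 3 *Rbpj*-/- animals lay above the 4 *Rbpj*+/+ animals (exact two-sided permutation p = 0.0571). *Tead2*, a transcription factor partner of YAP, had 2 probes with log2 fold changes of 1.08 and 1.07. Its adjusted p from limma was 0.0264 with all animals and 0.102 without Rbpj -/-_N5, and lay between 0.00834 and 0.172 over all alternatives. Among the genes of Figure 5A that the paper names as YAP targets, *Afp* rose by 2.90 (standard error 0.34, adjusted p = 0.00128) and *Itgb2* by 1.20 (standard error 0.23, adjusted p = 0.00895) on the log2 scale. A wider list of YAP target genes, 17 of them tested, did not pass (shift 0.30, adjusted p = 0.117 from limma's camera test). In that list 5 genes were called higher and 1 lower. Arrays of whole liver do not show in which cells *Afp* and *Itgb2* rose. *Ccnd1* rose by 1.75 (standard error 0.28, adjusted p = 0.00397). The ligand gene *Wnt10a* was not well above background on any *Rbpj*+/+ array and was so on all 3 *Rbpj*-/- arrays, which gives a difference of at least 3.53-fold. This bound sets the mean of the *Rbpj*-/- arrays against the mean over the *Rbpj*+/+ arrays of the probe's value or the array's lowest signal well above background, whichever is higher. It depends on the settings, as the fitted log2 fold change of *Wnt10a* lay between 0.45 and 4.11 over all alternatives. *Bmp8b* rose by 2.91 with 2 of 4 *Rbpj*+/+ arrays above background, and by 0.70 to 3.24 over all alternatives. *Id4* rose by 1.52 (adjusted p = 0.0655), with 1 of 4 *Rbpj*+/+ arrays above background and overlapping values, and no longer passed without Rbpj +/+_1155, Rbpj +/+_991 or Rbpj -/-_N3 (adjusted p = 0.123, 0.128 and 0.203, and between 0.0202 and 0.726 over all alternatives). *Tgfb1* and *Ywhah* rose by 0.97 and 1.04. For *Tgfbr2* the probes gave 1.81 and 0.73. *Dvl3* fell by 1.26 (standard error 0.18, adjusted p = 0.00286), and the 3 probes of *Tcf7l2* gave −0.89, −1.52 and −1.87. The *Actg1* probe on the gene's own chromosome 11 rose by 0.85, while 4 probes placed by the array's design on chromosomes 8, 13 and 16 rose by 1.57 to 2.69 and may read other transcripts. Without the filter for dim probes 8 of the 14 genes passed, and *Wwtr1* then had an adjusted p of 0.125, the highest over its alternatives, of which the lowest was 0.00414.

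**Figure D3:**
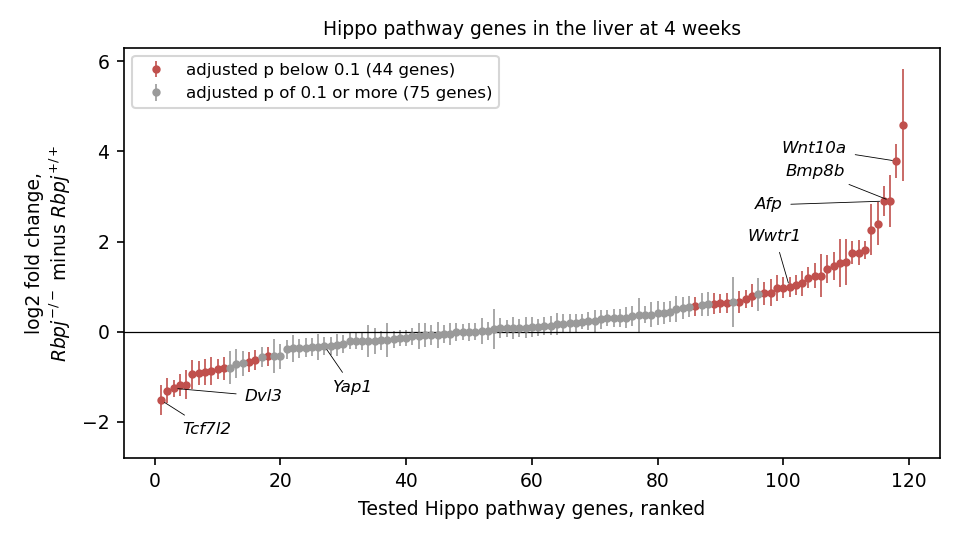
Log2 fold changes (*Rbpj*-/- minus *Rbpj*+/+) of the 119 tested Hippo pathway genes in ascending order, with standard errors from limma as bars and genes at an adjusted p below 0.1 in red. The named genes run from *Tcf7l2* (−1.52) and *Dvl3* (−1.26) over *Yap1* (−0.32, grey) to *Wwtr1* (0.99), *Afp* (2.90) and *Bmp8b* (2.91), and the point of *Wnt10a* is a fitted value whose *Rbpj*+/+ level was not well above background.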

The 14 genes of the Hippo signalling pathway presented by 22 oligonucleotides on the microarray were differentially regulated upon *Rbpj* deletion, including Hippo pathway regulators, YAP target genes and increased expression of the YAP paralogue *Taz* (*Wwtr1*) (Figure 5A). A gene set enrichment analyses by using the partial resampling approach GiANT [22] and also conventional Gene Set Enrichment Analysis (GSEA) [23,24] revealed a robust enrichment of the Hippo signalling pathway (Figure 5B, Figure S4A).

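GiANT and GSEA were not run again here, and the values that follow describe how the Hippo pathway genes lay among all tested genes. The median log2 fold change was 0.10 over the 119 Hippo pathway genes and −0.13 over all other tested genes. Higher values in *Rbpj*-/- than in *Rbpj*+/+ liver were found in 68 of the 119 genes (57.1%), against 42.1% of the other genes. Under quantile normalization the shares were 62.2% and 47.2%, and under normexp background correction 68.1% and 43.6%. The share of differentially expressed genes under these alternatives was 37.8% against 31.8% and 50.4% against 41.3%. The figure legends of the paper give 3 or 4 animals per genotype for Figure 5A and 3 for Figure 5B, and the values here rest on 4 *Rbpj*+/+ and 3 *Rbpj*-/- animals. From the enrichment found by both methods, the paper states that the Hippo signalling pathway is robustly enriched after loss of *Rbpj*. It then examines YAP itself, its regulators and its targets in liver tissue.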

To look for Hippo pathway involvement in human patients with cholestatic diseases, we reanalysed a recently published dataset of infants with biliary atresia (BA) and non-BA [25]. BA is a neonatal cholestatic disease characterised by a progressive fibro-inflammatory obstruction of the extrahepatic bile ducts. Infants with BA and non-BA were analysed for a Hippo pathway gene set as well as normal controls from the same study [25]. Enrichment of the Hippo pathway gene set was also evident after reanalysis of expression data of BA vs. control and non-BA vs. control (Figure S4B,C).

In the quiescent liver, YAP is constantly phosphorylated and degraded in the cytoplasm and thereby regulates the organ size [26]. During liver injury or after partial hepatectomy, non-phosphorylated YAP translocate to the nucleus and activates cell proliferation [27,28]. We analysed the localization of YAP by western blot analysis (Figure 5C) and IHC (Figure 5D). We could detect an increased YAP level in the nucleus and a decreased level in the cytoplasm in 4-week-old *Rbpj*^−/−^ mice (Figure 5C). In addition, we analysed the expression of Hippo pathway regulators *Yap*, *Tead2* and *Yap* target genes such as *Afp*, *Itgb2, Gpc3, Ctgf, Cyr61 and Ankrd1* by qRT-PCR analysis. Along with an increased nuclear level of YAP (Figure 5C, Figure S5A,B), we found an upregulation of *Tead2*, *Afp*, *Itgb2, Gpc3, Ctgf and Ankrd1* in *Rbpj*^−/−^ liver (Figure S5C). We did not observe changes in the mRNA expression of *Cyr61*and *Yap* (Figure S5C).

The scaffolding protein IQGAP1 is claimed to be a key mediator in the process of YAP activation induced by elevated bile acids [29]. IQGAP1 is upregulated under cholestatic conditions to regulate nuclear translocation of YAP. Patients with a variety of biliary dysfunctions exhibit enhanced IQGAP1 and nuclear YAP expression. It was shown, that a disruption of the nuclear receptors farnesoid X receptor (FXR) and small heterodimer partner (SHP) led to elevated bile acid levels [29]. In addition, increased Ki67 levels are reported upon IQGAP1 overexpression whereas Ki67 positive cells were reduced in *Iqgap1* knockout mice upon CA diet which induces cholestasis [29]. In line with that report, *Iqgap1* is upregulated in 4-week-old *Rbpj*^−/−^ mice (Figure 5E,F, Figure S5D). Immunofluorescence (IF) analysis showed enhanced level of IQGAP1 positive non-hepatocytes and a small fraction of IQGAP1^+^ hepatocytes in the liver of *Rbpj*^−/−^ mice (Figure 5G). In correlation with an increased YAP activation we observed a higher liver weight to body weight ratio in 4-week-old *Rbpj*^−/−^ mice (Figure S5E).

### 2.6. Induction of Cholestatic Liver Injury In Vitro Induces Sox9 and Hes1 Expression Independent of Notch Signalling

In the *Rbpj*^−/−^ mouse model, we observed transdifferentiation of hepatocytes by SOX9 upregulation. We assume that YAP activation has a major role in hepatocyte transdifferentiation upon induced cholestasis. To prove our hypothesis, we treated primary hepatocytes from *AlbCre^+^ Rbpj*^+/+^ and *AlbCre^+^ Rbpj*^−/−^ mice with glycocholic acid (GCA) to mimic cholestatic liver injury in vitro [30] (Figure 6A). Since the *AlfpCre* mediated deletion of *Rbpj* had a severe phenotype, we used a different Cre driver line for this experiment. *AlbCre^+^ Rbpj*^−/−^ mice did not show lethality, we observed a normal body size, no increase in serum level of liver enzymes and rarely hepatic necrosis (Figure S6A–D). In parallel, we treated the hepatocytes with verteporfin (VP) to block YAP/TEAD-dependent transcription [31,32] and a gamma-secretase inhibitor IX (GSI-IX) to block Notch signalling in combination with GCA. The co-treatment of GCA and VP gradually reduced expression levels of *Sox9* and the YAP target genes *Cyr61, Ctgf, Afp and Ankrd1* (Figure 6B,D, Figure S6E,F) indicating a direct link between cholestasis mediated expression of *Sox9* through activation of YAP, which is independent of RBPJ (Figure 5C). The upregulation of *Sox9* by GCA was limited to the RNA level, whereas inhibition of *Sox9* under GCA + VP treatment was present on RNA and protein level (Figure 6B,D). In addition, SOX9 has been reported to regulate expression of *Hes1* and can guide the differentiation of dedifferentiated hepatocytes to biliary epithelial cells (BEC) [33]. We observed increased *Hes1* expression level upon GCA treatment and a decreased *Hes1* expression level upon blockade of YAP activation (Figure 6C). In addition, we monitored a Notch-independent regulation of *Sox9* and *Hes1* in in vitro cultivated hepatocytes. GSI-IX treatment which blocks Notch signalling did not result in additional changes between *Sox9* and *Hes1* expression (Figure 6B,C). In our experimental setup, we could show by using *Rbpj*^−/−^ hepatocytes and by GSI-IX treatment, that the regulation of *Sox9* and *Hes1* is independent of intact Notch signalling.

### 2.7. Chronic Liver Damage Subsequently Induced by the Loss of RBPJ Results in Liver Fibrosis

The observed phenotype of cholestasis and hepatic necrosis in the *Rpbj*^−/−^ mouse model reflects CLD. CLD is a well-known cause of liver fibrosis and hepatocarcinogenesis. Therefore, we carefully analysed the samples for liver fibrosis and signs of tumor formation. It has been shown that Notch activation/repression, as well as loss of *Rbpj*, is involved in tumor formation [34,35,36]. Here we depicted that liver-specific loss of *Rbpj* resulted in liver fibrosis, which is slightly increased in 36-week-old *Rbpj*^−/−^ mice (Figure 7A,B). The micronodular fibrosis was located in the periphery of the necrotic area in 4-week-old *Rbpj*^−/−^ mice. In 36-week-old *Rbpj*^−/−^ mice, the fibrosis persisted in zone 2, in addition, an increase of fibrosis was seen around the central lobular veins. We observed by qPCR analysis an increased expression of *αSma*, a marker for stellate cell activation (Figure 7C) and *Col1a1*, a marker for liver fibrosis (Figure 7D) in *Rbpj*^−/−^ mice. We could detect liver foci formation in one out of seven *Rbpj*^−/−^ mice at the age of 36 weeks (Figure 7E,F) suggesting that increased liver fibrosis formation by the loss of functional RBPJ might play a role in hepatocarcinogenesis.

## 3. Discussion

The current study provides experimental evidence that YAP activation upon *Rbpj* deletion induced cholestasis is an important mechanism in liver regeneration. The biliary phenotype, which we report in our study is reminiscent of that observed in transgenic mouse models with inactivation of HES1, JAGGED1, RBPJ, or LKB1 [4,7,37,38]. These studies analysed the role of Notch signalling during liver development, on biliary differentiation and morphogenesis. *Rbpj* cKO mice were used in combination with different Cre recombinase driver lines to achieve liver-specific deletion of *Rbpj* [7,8,11,15,16,17]. Two of the most commonly used Cre lines are the *AlbCre* [39] and the *AlfpCre* transgenic mouse line [20]. Notch signalling was shown to control liver development by regulating the biliary differentiation and the three-dimensional architecture of intrahepatic bile ducts [8]. Disruption of Notch signalling leads to defects in the communicating intrahepatic bile duct network [7]. In addition, it was shown in *AlbCre^+^ Rbpj*^−/−^ mice that the intrahepatic bile duct regeneration does not require Notch signalling [16]. We focused our study on 4- and 36-week-old mice to address molecular mechanisms involved in the regenerative process of the liver.

The impaired life span of *Rbpj*^−/−^ mice is due to severe cholestasis and massive necrosis, which reduces the regenerative potential in around one-third of the mice to a life-threatening event. The severity of induced necrosis is 8.2-fold higher in the *AlfpCre^+^ Rbpj*^−/−^ compared to the *AlbCre^+^ Rbpj*^−/−^. By use of the *AlbCre* line the mice did not show growth retardation and impaired survival. Necrosis was rarely detectable in 4-week-old *AlbCre^+^ Rbpj*^−/−^ mice. The Cre-recombinase is induced at ED16.5 under the *Alb* promotor whereas the *Alfp* promotor is active before ED10.5 [20], which leads to an earlier onset of *Rbpj* deletion and result in a more severe phenotype. We observed the growth defect at the suckling/weaning transition, which correlates with an increase in lethality. The severity of necrosis correlates with an impaired regeneration potential which was not reported before.

It is still under debate which mechanisms are involved in liver regeneration to restore the liver cell mass and to maintain liver homeostasis in the context of a cholestatic liver. This study shows that *Rbpj* deletion results in severe cholestasis measured by increased levels of TB, ALP, ALT and AST, and thereby leads to hepatic necrosis. The importance of the Notch signalling pathway has been linked to diseases like BA and Alagille syndrome, which are two rare cholestatic diseases during early childhood [40,41,42,43,44,45,46]. We found that the Hippo pathway enrichment signature by GiANT analysis in human disease by comparing BA and non-BA to control patients suggesting the Hippo pathway might be important in the regeneration process of neonatal cholestasis.

The liver is characterised by a cellular plasticity, which is important for liver regeneration upon liver injury [47,48]. It was reported in *AlbCre^+^ Rbpj*^−/−^ mice that *Sox9* mRNA levels decreases after *Rbpj* deletion at P3 but was similar at P60 compared to wildtype mice [15]. In the same mouse model, another group reported increased SOX9 level by IHC at P30 which disappeared by P60 [11]. Both studies reported about parenchymal necrosis but without a correlation to regeneration. The necrosis was not significant in *Rbpj*^−/−^ mice [15]. In our study, we observed SOX9^+^ cells at 4 weeks and at a reduced, but still significant, level at 36 weeks of age in *Rbpj*^−/−^ mice. We observed in the liver of *Rbpj*^−/−^ mice HNF4α^+^ cells with hepatocyte morphology, carrying the ductal and progenitor marker SOX9. SOX9^+^ CK19^−^ cells were enriched in 4-week-old *Rbpj*^−/−^ mice. The occurrence of these intermediate cells positive for HNF4α and SOX9 but negative for CK19 links to the regeneration process of hepatocyte transdifferentiation rather than activation of HPCs or hepatogenic differentiation of mesenchymal stem/progenitor cells which was reported in human liver disease specimens [49].

Hepatocytes and in higher amount non-hepatocytes expressed the scaffolding protein IQGAP1 which was highly increased in the liver of 4-week-old *Rbpj*^−/−^ mice. Increased bile acid levels were shown in a transgenic mouse model with a defect in bile acid homeostasis. Deletion of the nuclear receptors FXR and SHP resulted in increased IQGAP1 levels, nuclear YAP expression and liver carcinogenesis, indicating that the accumulation of bile acids leads to a nuclear YAP translocation by activating a pathway which is dependent on the induction of IQGAP1 [29]. YAP is a key player in Hippo signalling pathway and is known to be an important regulator of organ size, cell fate and to be involved in carcinogenesis [21]. However, the knockout of YAP leads to impaired liver regeneration in the cholestatic liver [27]. In addition, increased IQGAP1 and nuclear YAP localisation have been reported in human biliary disorders and bile duct ligated mice, a model for experimentally induced cholestasis [27,29]. The current study depicts YAP activation as an essential mechanism for liver regeneration upon *Rbpj* loss induced cholestasis. Thereby, initiate a program for hepatocyte transdifferentiation, which involves upregulation of SOX9.

We performed in vitro studies by using freshly isolated hepatocytes to study the importance of Notch signalling upon cholestatic liver injury in vitro. Interestingly, we could show that Notch depletion either by the use of *AlbCre^+^ Rbpj*^−/−^ hepatocytes or by GSI-IX treatment on *AlbCre^+^ Rbpj^+/+^* hepatocytes, which blocks Notch signalling, does not influence SOX9 expression in cholestatic liver injury in vitro. GCA treatment of hepatocytes from *AlbCre^+^ Rbpj^+/+^* and *AlbCre^+^ Rbpj*^−/−^ mice mimics a cholestatic liver disease in both genotypes and results in an increase of *Sox9* mRNA level. We do not see differences in SOX9 protein levels. This might occur due to the fact that in vitro cultivated primary hepatocytes are quiescent and do not undergo cell division [50]. However, SOX9 expression was clearly blocked by the YAP inhibitor VP. This describes the activation of SOX9 via YAP activation, as a Notch-independent mechanism in cholestatic liver injury in vitro. In contrast to the in vitro model, the in vivo mouse model depicted a cholestatic liver disease only in *Rbpj*^−/−^ mice due to impaired IHBD maturation, *Rbpj^+/+^* mice did not develop a cholestatic liver disease.

As reported above, we observed severe cholestasis in *Rbpj*^−/−^ mice. Severe cholestasis generates a chronic damage of the liver, leading to activation of macrophages for the clearance of necrotic areas. This might also stimulate fibrosis formation and, thereby, could be a risk factor for the initiation of hepatocarcinogenesis in the absence of Notch signalling. Hepatic stellate cells are able to orchestrate the clearance of necrotic cells by conversion of Kupffer cells to M1-like proinflammatory macrophages, which increases phagocytic activity [51]. Here we showed that deletion of *Rbpj* leads to liver fibrosis, which slightly increases, with age and the formation of liver foci in one mouse. So far, the importance of Notch signalling in hepatocarcinogenesis is addressed by overexpression of Notch pathway components [34,52,53,54] and by repression of Notch signalling, which was identified in an interacting network of Hippo/Wnt/β-catenin/Notch signalling [35]. However, the work of Kulic et al. showed loss of RBPJ in human cancer and cancer cell lines, but only one liver cancer cell line was analysed [36]. Future work is needed to address the importance of RBPJ loss in hepatocarcinogenesis.

In conclusion, we suppose the YAP activation as a mechanism for a compensatory liver regeneration after RBPJ ablation induced cholestasis. The liver-specific deletion of *Rbpj* leads to loss of Notch signalling, which results in impaired IHBD formation and, thereby, an accumulation of bile acid in liver leading to cholestasis. The accumulation of bile acid generates an increased expression of the scaffolding protein IQGAP1, which facilitates nuclear YAP translocation to trigger liver regeneration. We claim this mechanism as an important driver for liver regeneration upon RBPJ loss-induced cholestasis.

## 4. Materials and Methods

### 4.1. Mouse Model

*Rbpj*^flox/flox^ mice [18] were crossed with *AlfpCre* mice [19] to generate liver-specific *Rbpj* knockout mice. The following cohorts were generated and utilized in this study: *AlfpCre*^+^ *Rbpj*^flox/flox^ (*Rbpj*^−/−^) and *AlfpCre*^−^ *Rbpj*^flox/flox^ (*Rbpj*^+/+^). Hepatocytes used for in vitro studies were isolated from *AlbCre*^+^ *Rbpj*^flox/flox^ and *AlbCre*^−^ *Rbpj*^flox/flox^ mice [34]. The mice were maintained in a specific pathogen-free environment. All mice received human care and study protocols comply with the institution’s guidelines (Animal Research Centre of Ulm University). The state government of Baden-Württemberg (protocol number 35/9185.81-3/1259; date of approval 8 March 2016) approved all animal experiments.

### 4.2. Liver Histology

Mouse liver tissue was collected and incubated in 4% paraformaldehyde (PFA) for 16 h, processed through ethanol and xylene series, and embedded in paraffin. Sections 3.5 µm thick were used for hematoxylin and eosin (H&E) staining. The necrotic area was calculated by measuring the area of individual necrotic spots per vision field (100×) using the ImageJ software (available online: https://imagej.nih.gov/ij/). In total 10 vision fields per liver were analysed (*n* = 5–6 mice).

### 4.3. Immunostaining

Paraffin-embedded mouse liver tissues were sectioned at 5 µm thickness and used for IHC or IF staining. Antigen unmasking was performed using antigen-unmasking solution (Vector Laboratories, Burlingame, CA, USA) in a steamer for 35 min. Staining was performed with the appropriate primary antibody (Table S4) incubation overnight at 4 °C, followed by corresponding HRP-labelled secondary antibody incubation for 1 h at room temperature (RT). Nova-red (Vector Laboratories, Burlingame, CA, USA) was used for developing chromogenic staining and sections were counterstained with 20% hematoxylin. For immune fluorescence staining, sections were processed similarly to chromogenic staining. After incubation with a corresponding fluorescence-conjugated secondary antibody for 1 h at RT, the nucleus was counterstained with DAPI (Sigma-Aldrich, St Louis, MO, USA).

### 4.4. Protein Isolation and Western Blotting

For whole cell protein isolation, liver tissue or primary hepatocytes were homogenised and lysed in 1× RIPA buffer (50 mM TrisHCl pH 8, 150 mM, 1% NP-40, 0.5% deoxycholate, 0.1% SDS, 1 mM NaVO_3_, 1 mM DTT, 1 mM PMSF) containing protease inhibitor cocktail solution. Protein lysates were stored at −80 °C until analysed. For nuclear and cytoplasmic protein isolation, liver tissue was homogenised using Dignam A lysis buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCL, 50 mM PMSF, 1 M DTT and protease inhibitor) and centrifuged. The supernatant and the pellet were collected separately. The supernatant consists the cytoplasmic protein fraction, which was stored at −80 °C. For nuclear protein fraction, the pellet was washed in Dignam B buffer (Dignam A with 0.1% Triton X-100) and afterwards re-suspended in Dignam C buffer (20 mM HEPES pH 7.9, 25% glycerol, 0.42 M NaCl, 1.5 mM MgCl_2_ and 0.2 mM EDTA, 1 mM DTT, 1 mM PMSF, 1 mM Na_3_VO_4_ and protease inhibitor) and stored at −80 °C until analysed. Bradford assay was used to measure protein concentration. Standard western blotting protocol was adopted for western blot experiment.

### 4.5. RNA Isolation

Total RNA was isolated from liver tissue using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s guidelines and the quality of RNA was determined using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). RNA samples with a RIN (RNA integrity number) value above 7.0 were used in this study.

### 4.6. Quantitative Real-Time PCR (qRT-PCR)

cDNA was synthesised from total RNA using the Reverse Transcription System (Promega, Madison, WI, USA) according to the manufacturer’s guidelines. cDNA was amplified by using iTaq Universal SYBR Green Supermix (BIO-RAD, Hercules, CA, USA) in a total volume of 10 µL. Used primer are listed in Table S5.

### 4.7. Serum Parameters

Liver-specific serum enzymes such as ALT, AST, ALP and TB were measured using Reflotron test stripes (ROCHE, Penzberg, Germany).

### 4.8. Gene Expression Analysis

Gene expression analysis was carried out using the SurePrint G3 Mouse Gene Expression 8x60K Microarray Kit (Design ID 028005; Agilent Technologies, Santa Clara, CA, USA). Samples were labeled with the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s guidelines. Slides were scanned using a G2565CA microarray scanner (Agilent Technologies, Santa Clara, CA, USA). Expression data were extracted using the Feature Extraction software (Agilent Technologies, Santa Clara, CA, USA). All expression data were deposited in Gene Expression Omnibus (GEO accession number GSE121302). Pre-processing of expression data was performed according to Agilent’s standard workflow. Using 5 quality flags (gIsPosAndSignif, gIsFeatNonUnifOL, gIsWellAboveBG, gIsSaturated, and gIsFeatPopnOL) from the Feature Extraction software output (Agilent Technologies, Santa Clara, CA, USA), probes were labeled as detected, not detected, or compromised. Gene expression levels were background corrected, and signals for duplicated probes were summarized by geometric mean of non-compromised probes. After log2 transformation, a percentile shift normalization at the 75% level and a baseline shift to the median baseline of all probes was performed. 

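The 75th percentile of the background-subtracted intensity, which this step sets equal between arrays, was 117, 95.2, 65.4 and 86.1 in *Rbpj*+/+ arrays Rbpj +/+_1155, Rbpj +/+_1156, Rbpj +/+_1024 and Rbpj +/+_991 and 166, 155 and 140 in *Rbpj*-/- arrays Rbpj -/-_N3, Rbpj -/-_N5 and Rbpj -/-_2866. The scale that the shift removes was therefore higher on every *Rbpj*-/- array. The series matrix, the authors' table of processed log2 values, has a median of 0 on 6 arrays and of −0.0039 on Rbpj +/+_1156. Its values are centred on the median of each probe. They correlated across probes with quantile-normalized log2 intensities centred in the same way at r = 1.00 on every array, and with percentile-shifted ones at r between 0.777 and 0.878. Probes are not independent replicates.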

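A version of a shrinkage t statistic was written for this comparison, with each probe's variance shrunk towards the median variance and the false discovery rate taken from all other regroupings of the 7 animals. On percentile-shifted values it called 6406 of 18747 genes at a false discovery rate of 0.1, of which 6142 were also called by limma. In a simulation of 24513 probes with 200 changed by 1.5 on the log2 scale, it recovered 152 of the changed probes with 9 false calls, and limma 169 with 14. The simulated noise was normal and independent between probes, and far fewer probes were changed than were called in the data. The simulation therefore does not give the error rates in the data.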

Differentially expressed genes were calculated based on shrinkage-T statistic (false discovery rate < 0.1). Pathway enrichment analysis (KEGG pathways) was calculated by Fisher’s exact test (false discovery rate < 0.05). All computations were performed using the R statistical software framework (available online: http://www.R-project.org).

### 4.9. Gene Set Enrichment Analysis (GSEA)

GiANT and GSEA were performed as previously reported [22,23,24]. The Gene Expression Omnibus (GEO) dataset GSE121302 representing gene expression analysis from murine liver from *Rbpj^+/+^* and *Rbpj^−/−^* mice were used for the GiANT and the GSEA analysis of the Hippo pathway gene set (mmu04390) and GSE46995 representing gene expression analysis from human BA, non-BA and control patients, was used for the GiANT analysis of the Hippo pathway gene set (hsa04390).

### 4.10. Hepatocyte Isolation and Cultivation

Cells were isolated from adult mouse livers by 2-step collagenase perfusion [55]. Hepatocytes were purified by centrifugation in 50% Percoll (50 g for 10 min at 4 °C). The cell pellet containing the viable cells were washed twice in 20 mL Dulbecco’s modified Eagle medium and centrifuged at 50 g for 5 min at 4 °C. Hepatocytes were cultivated on collagen type I- coated plates in standard Dulbecco’s modified Eagle medium containing 10% fetal bovine serum, 1× Insulin-Transferrin-Selenium X, 10^−7^ mol/L dexamethasone, 1× penicillin/streptomycin/L-glutamine, and 1× nonessential amino acid solution.

### 4.11. Cholestatic Liver Injury In Vitro

500,000 primary hepatocytes from *Rbpj^+/+^* and *Rbpj^−/−^* mice were plated in 6-well plates. 3 h after plating the hepatocytes cells were washed with 1× phosphate-buffered saline (PBS). Immediately we started the treatment with 500 µM GCA for 6 h to induce in vitro cholestatic liver injury. In addition to GCA, cells were also incubated with 10 µM VP to block YAP/TEAD-dependent and 10 µM GSI in inhibit Notch pathway.

### 4.12. Statistical Analysis

The Mann–Whitney test was used to calculate statistical significance using GraphPad Prism 6 (GraphPad Software, Inc, La Jolla, CA, USA) and the data were represented as scatter dot plots (median with interquartile range).

## Figures and Tables

**Figure 1:**
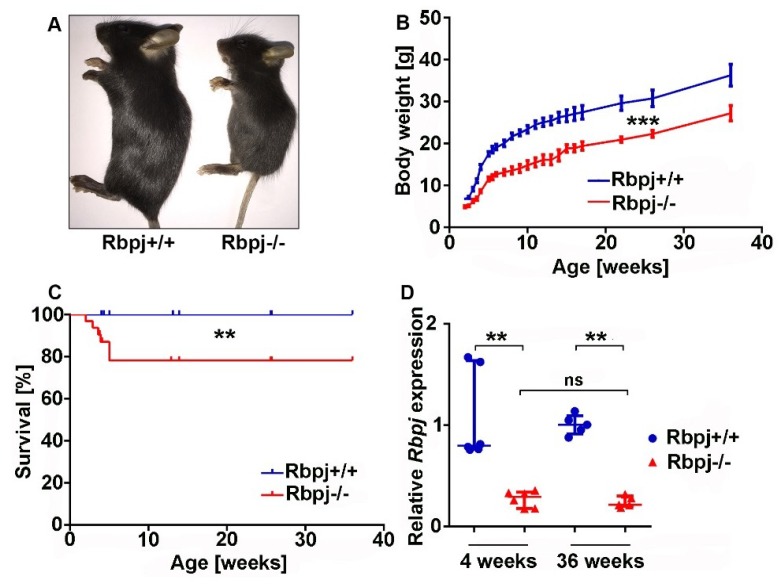
Liver-specific *Rbpj* deletion results in reduced body size and impaired survival. (**A**) Macroscopic photographs of *Rbpj*^+/+^ and *Rbpj*^−/−^ mice at 4 weeks of age (*n* = 5–6). (**B**) Body weight curve of *Rbpj*^+/+^ and *Rbpj*^−/−^ mice, *Rbpj*^−/−^ mice show persistent lower body weight (*n* = 31–32; *** *p* ≤ 0.0001, Pearson coefficient correlation (Two tailed)). (**C**) Survival curve, *Rbpj*^−/−^ mice show impaired survival until 5 weeks of age (*n* = 32; ** *p* ≤ 0.01, Log-rank (Mantel–Cox) test). (**D**) Relative mRNA expression levels of *Rbpj* in 4- and 36-week-old mice. Scatter dot plots showed reduced *Rbpj* expression level in *Rbpj*^−/−^ mice compared to *Rbpj*^+/+^ mice normalised to RNA polymerase II (*n* = 5–6; ** *p* ≤ 0.01, ns = not significant; Mann–Whitney test (Two tailed)).

**Figure 2:**
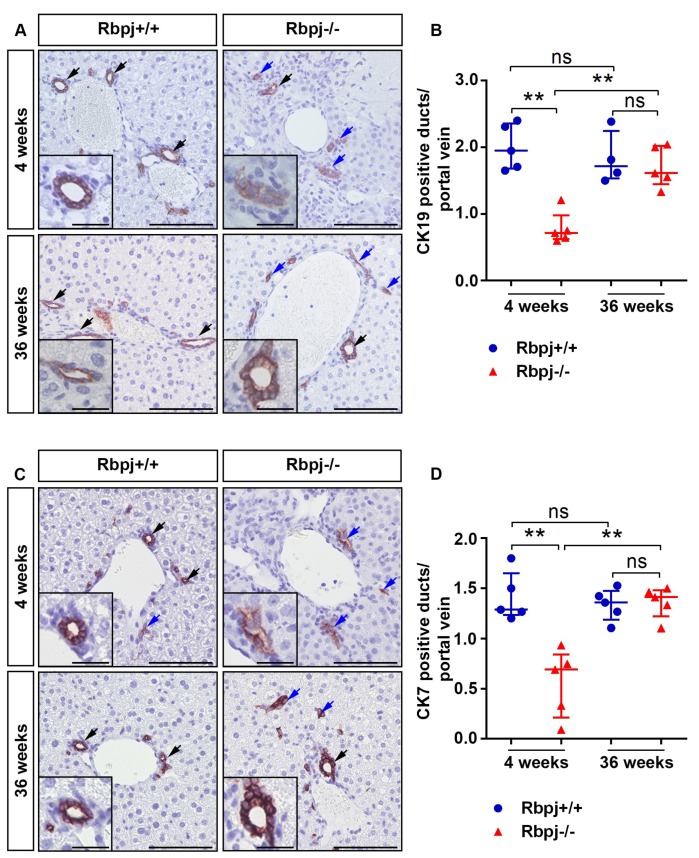
Impaired intrahepatic bile duct development in *Rbpj*^−/−^ mice. Representative photographs of CK19 (**A**) and CK7 (**C**) immunostaining performed on liver sections of 4- and 36-week-old mice. Four-week-old *Rbpj*^−/−^ liver exhibit formation of immature, scattered bile duct structures; there are some clusters of CK19/CK7 positive cells without a clear lumen or dispersed single CK19/CK7 positive cells (blue arrow). In contrast, 36-week-old *Rbpj*^−/−^ liver has a combination of matured CK19/CK7 positive bile duct structures (black arrow) and persisting irregular CK19/CK7 positive clusters (blue arrow) (*n* = 5; scale bar: 100 µm (inlets (A+C) represents a high magnification of a duct structure from the corresponding figure, scale bar: 25 µm)). Scatter dot plots shows CK19 (**B**) and CK7 (**D**) positive lumen structures per portal vein (*n* = 5; ** *p* ≤ 0.01, ns = not significant; Mann–Whitney test (Two tailed)).

**Figure 3:**
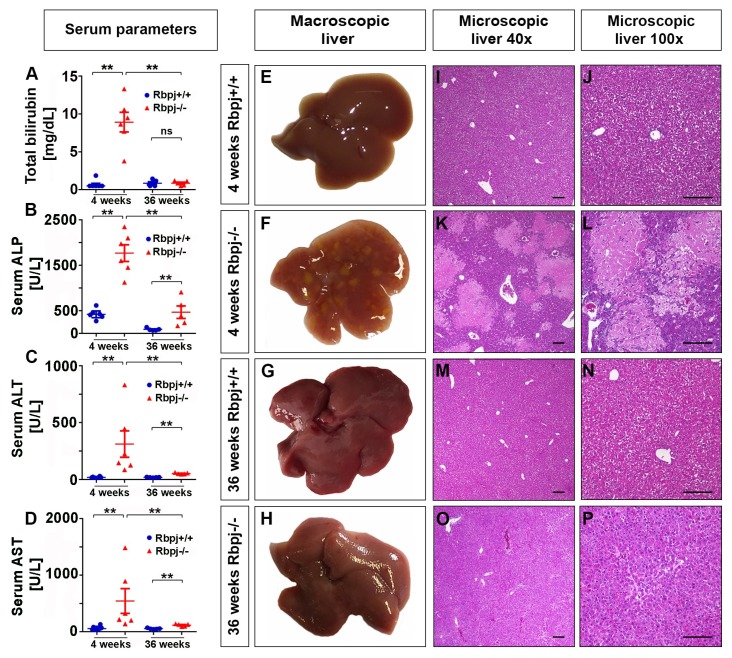
Loss of RBPJ results in cholestasis and hepatic necrosis. (**A**–**D**) Serum parameters indicating liver inflammation and cholestasis. Scatter dot plots of (**A**) TB (total bilirubin (mg/dL)), (**B**) ALP (alkaline phosphatase (U/L)), (**C**) ALT (alanine transaminase (U/L)), and (**D**) AST (aspartate transaminase (U/L)) measured in mouse serum at 4 and 36 weeks from *Rbpj*^+/+^ and *Rbpj*^−/−^ mice (*n* = 5–6; ** *p* ≤ 0.01, Mann–Whitney test (Two tailed)). All four serum parameters are increased in 4-week-old *Rbpj*^−/−^ mice. (**E**–**H**) Representative photographs of macroscopic liver from *Rbpj*^+/+^ and *Rbpj*^−/−^ mice at 4 and 36 weeks (*n* = 5–6). (**I**–**P**) Representative photographs of Hematoxylin & Eosin staining from *Rbpj^+/+^* and *Rbpj*^−/−^ liver. Liver of 4-week-old *Rbpj*^−/−^ mice depicts zone 2 associated confluent necrosis (**K** + **L**), whereas liver from 36-week-old *Rbpj*^−/−^ mice shows recovery from *Rbpj* deletion induced liver necrosis (**O** + **P**) (I = 5–6; scale bar: 100 µm).

**Figure 4:**
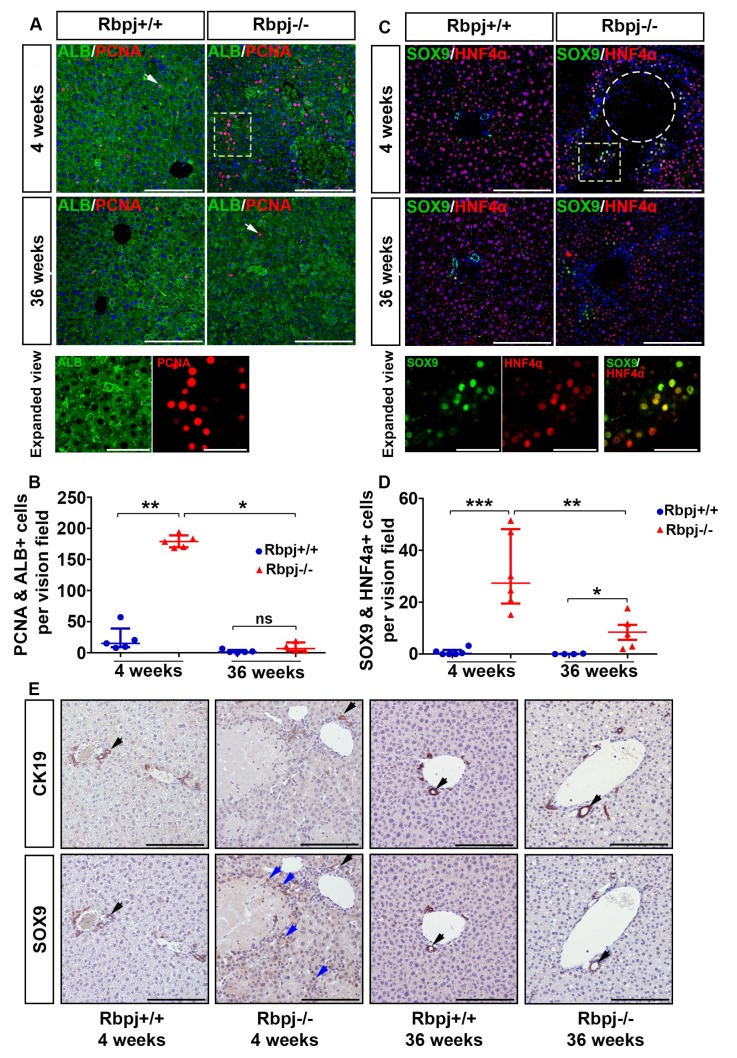
Regenerative proliferation upon RBPJ deficiency induced cholestasis. (**A**) Representative photographs of co-immunostaining of hepatocyte specific marker albumin (green), proliferation marker PCNA (red) and DAPI (blue) of *Rbpj^+/+^* and *Rbpj*^−/−^ liver at the age of 4 and 36 weeks (white arrows indicating proliferating hepatocytes in 4 week Rbpj^+/+^ and 36 week Rbpj^−/−^ liver). Four-week-old *Rbpj*^−/−^ liver show an increase in PCNA^+^ hepatocytes, which does not persist at 36 weeks (*n* = 5; scale bar: 100 µm). The white dotted area of the 4-week-old *Rbpj*^−/−^ liver is shown as an expanded view (scale bar: 25 µm). (**B**) Scatter dot plots of PCNA and albumin double positive cells (*n* = 5; ** *p* ≤ 0.01, * *p* ≤ 0.05, ns = not significant; Mann–Whitney test (Two tailed). (**C**) Representative photographs of co-immunostaining for the hepatic progenitor/cholangiocytic marker SOX9 (green), hepatocyte marker HNF4α (red) and DAPI (blue) (*n* = 5). SOX9 positive hepatocytes surrounding necrotic area indicating induced hepatocyte plasticity upon *Rbpj* deletion induced cholestasis (*n* = 5; scale bar: 100 µm). The dotted circle represents necrotic area. The marked area of the 4-week-old *Rbpj*^−/−^ liver is shown as an expanded view (scale bar: 25 µm). (**D**) Quantification of SOX9 and HNF4α double positive cells in liver from 4 and 36 weeks *Rbpj*^+/+^ and *Rbpj*^−/−^ mice (*n* = 5; *** *p* ≤ 0.001, ** p ≤ 0.01, * *p* ≤ 0.05, Mann–Whitney test (Two tailed)). (**E**) Representative photographs of CK19 and SOX9 immunostaining performed on serial sections (*n* = 5; scale bar: 100 µm). CK19/SOX9 double positive cells (brown staining) are depicted by black arrows, SOX9 single positive cells by blue arrows. SOX9 single positive cells are enriched surrounding the necrotic area (sections are counterstained with hematoxylin which arises as blue stained nuclei).

**Figure 5:**
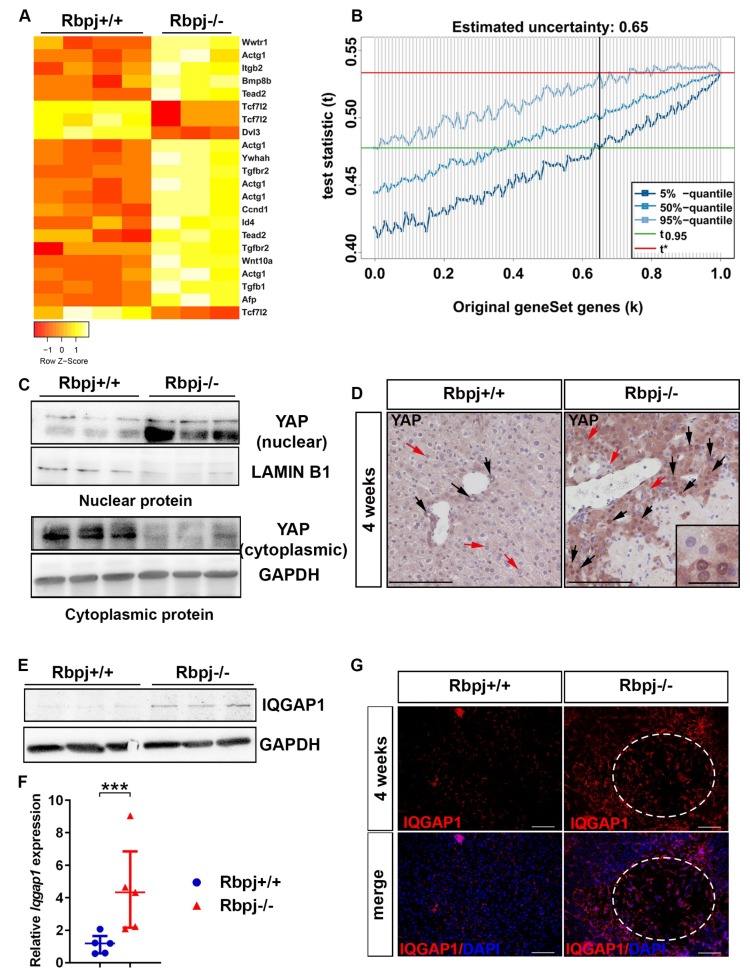
Notch-pathway deficiency induced cholestasis results in YAP activation and deregulation of the Hippo-pathway gene set. (**A**) Heatmap of differentially regulated genes of the Hippo pathway between 4-week-old *Rbpj*^+/+^ and *Rbpj*^−/−^ mice (*n* = 3–4). (**B**) GiANT of the Hippo pathway gene set in 4-week-old murine liver, which quantified the uncertainty in the Hippo pathway (*n* = 3) (t: test statistic of interest; t*: value statistic of the original gene set; k: tested degree of uncertainty). (**C**) Immunoblot of nuclear and cytoplasmic YAP in the liver of *Rbpj*^+/+^ and *Rbpj*^−/−^ mice. (*n* = 3). Full-length immunoblots are depicted in Figure S5A,B (**D**) YAP immunostaining showed increased nuclear staining of YAP in *Rbpj*^−/−^ hepatocytes (*n* = 5; scale bar: 100 µm (inlet shows expanded view of a particular region of the original image, scale bar: 25 µm)); black arrows represent nuclear YAP^+^ cells and red arrow represents nuclear YAP^-^ cells). (**E**) Immunoblot of IQGAP1 of whole liver protein lysates (*n* = 3). Full-length immunoblot is depicted in Figure S5D. (**F**) Relative mRNA expression of *Iqgap1* normalised to RNA polymerase II (*n* = 5; *** *p* ≤ 0.001, Mann–Whitney test (Two tailed)). (**G**) Representative photographs of IQGAP1-IF (red fluorescence signals depict IQGAP1 expression, upper panel) and IQGAP1-IF with nuclear DAPI stain (lower panel, merged) of *Rbpj*^+/+^ and *Rbpj*^−/−^ liver. Necrotic area is circled by white dots (*n* = 3; scale bar: 100 µm).

**Figure 6:**
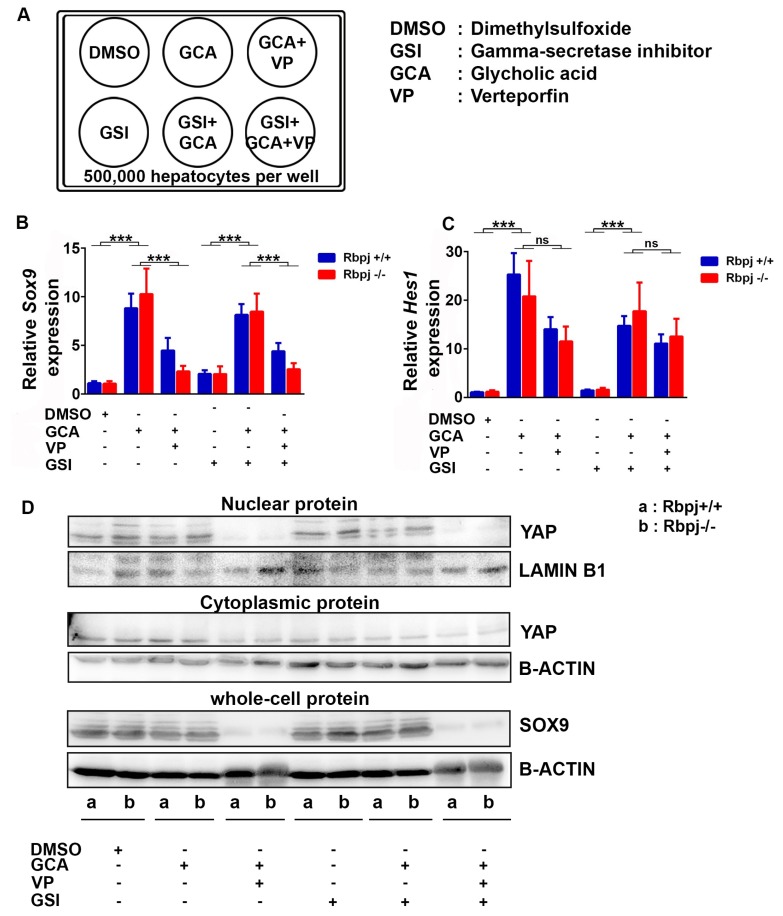
Cholestatic liver injury in vitro results in *Sox9* upregulation independent of Notch signalling. (**A**) Scheme for in vitro treatment of hepatocytes isolated from *Rbpj*^+/+^ and *Rbpj*^−/−^ mice. (**B** + **C**) Bar chart showing relative mRNA expression of *Sox9* (**B**) and *Hes1* (**C**) normalised to RNA polymerase II (*n* = 5–7; *** *p* ≤ 0.001, ns = not significant; Mann–Whitney test (Two tailed)). (**D**) Immunoblot of nuclear YAP, cytoplasmic YAP and SOX9 from in vitro treated primary hepatocytes isolated from *Rbpj^+/+^* and *Rbpj*^−/−^ mice. Full-length blot for SOX9 is depicted in Figure S6E.

**Figure 7:**
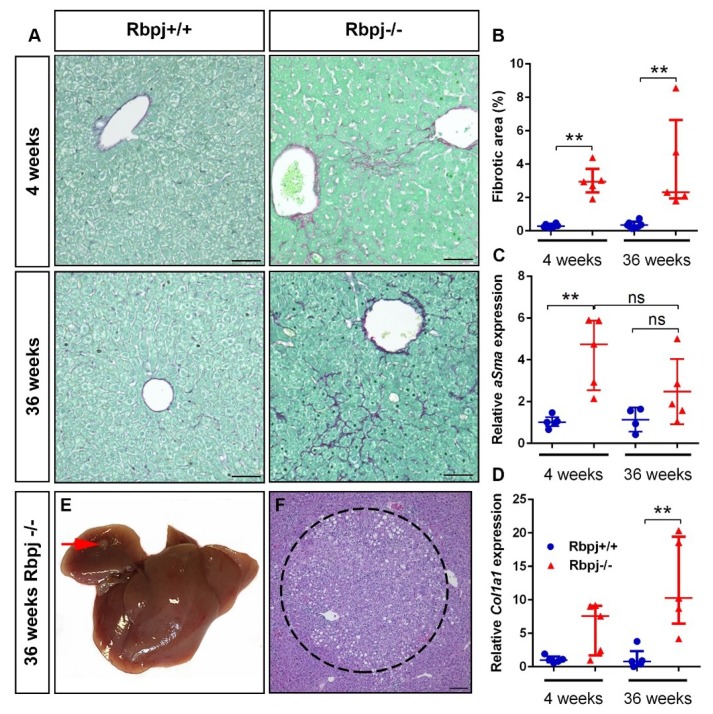
Liver-specific conditional deletion of *Rbpj* results in liver fibrosis. (**A**) Representative photographs of picro-sirius red staining on liver sections from *Rbpj*^+/+^ and *Rbpj*^−/−^ mice at 4 and 36 weeks of age. (*n* = 5–6; scale bar: 100 µm). (**B**) Scatter dot plots showing quantification of fibrotic area determined by picro-sirius red staining (*n* = 5–6, ** *p* ≤ 0.01, Mann–Whitney test (two tailed)). (**C** + **D**) Relative mRNA expression of *αSma* (**C**) and *Col1a1* (**D**) normalised to RNA polymerase II (*n* = 5–6; ** *p* ≤ 0.01, ns = not significant; Mann–Whitney test (two tailed)). (**E** + **F**) Macroscopic dysplastic nodule (**E**) of 36-week-old *Rbpj*^−/−^ liver (red arrow represents macroscopic liver foci) and (**F**) corresponding histology, dysplastic nodule is circled by black dots (scale bar: 100 µm).

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/12/3801/s1.

# Supplementary material for: YAP Activation Drives Liver Regeneration after Cholestatic Damage Induced by Rbpj Deletion
**Source:** Int J Mol Sci. 2018 Nov 29;19(12):3801. doi: 10.3390/ijms19123801
**Supplement:** Supplementary file 1

## Supplementary Figures

Figure S1

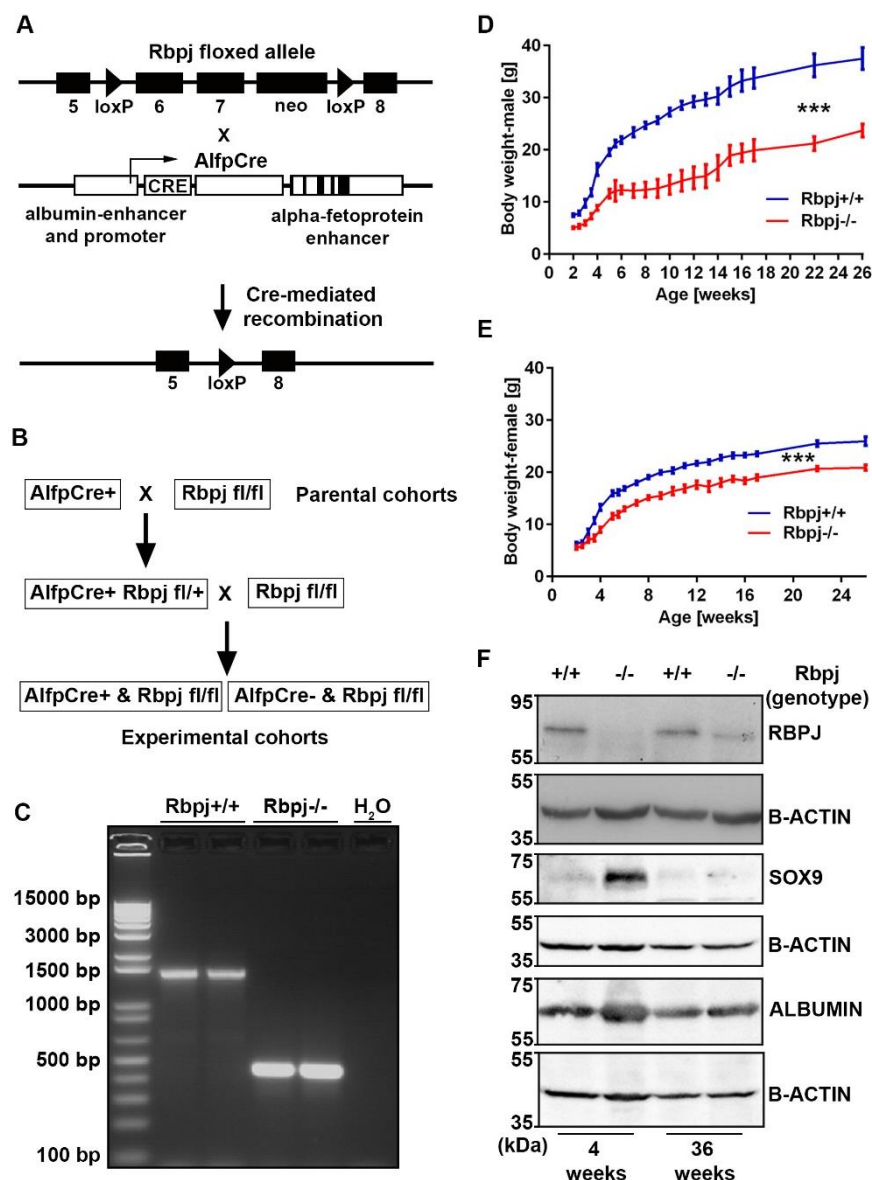

**Figure S1.** Generation of experimental cohorts and *Rbpj* expression in the liver. (A) Scheme of transgenic construct design of conditional *Rbpj* knockout and *AlfpCre* mice [18,19]. (B) Breeding strategy for the generation of experimental cohorts. (C) PCR analysis of recombination on liver DNA from *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice. The *Rbpj* wild-type band is localised at 1500 bp whereas *Rbpj* knockout band can be seen at 490 bp. (D + E) Weight curves of *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice, *Rbpj*<sup>-/-</sup> mice show a persistent lower body weight in male ( $n = 9-12$ ; \*\*\*  $p \leq 0.001$ , Pearson coefficient correlation (Two tailed)) (D) and female mice ( $n = 11-16$ ; \*\*\*  $p \leq 0.001$ , Pearson coefficient correlation (Two tailed)) (E) group. (F) Immunoblot of RBPJ, SOX9 (progenitor/cholangiocytic marker) and Albumin (hepatocytic marker) of whole liver lysates from 4 and 36 weeks old *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice ( $n = 2$ ).

Figure S2

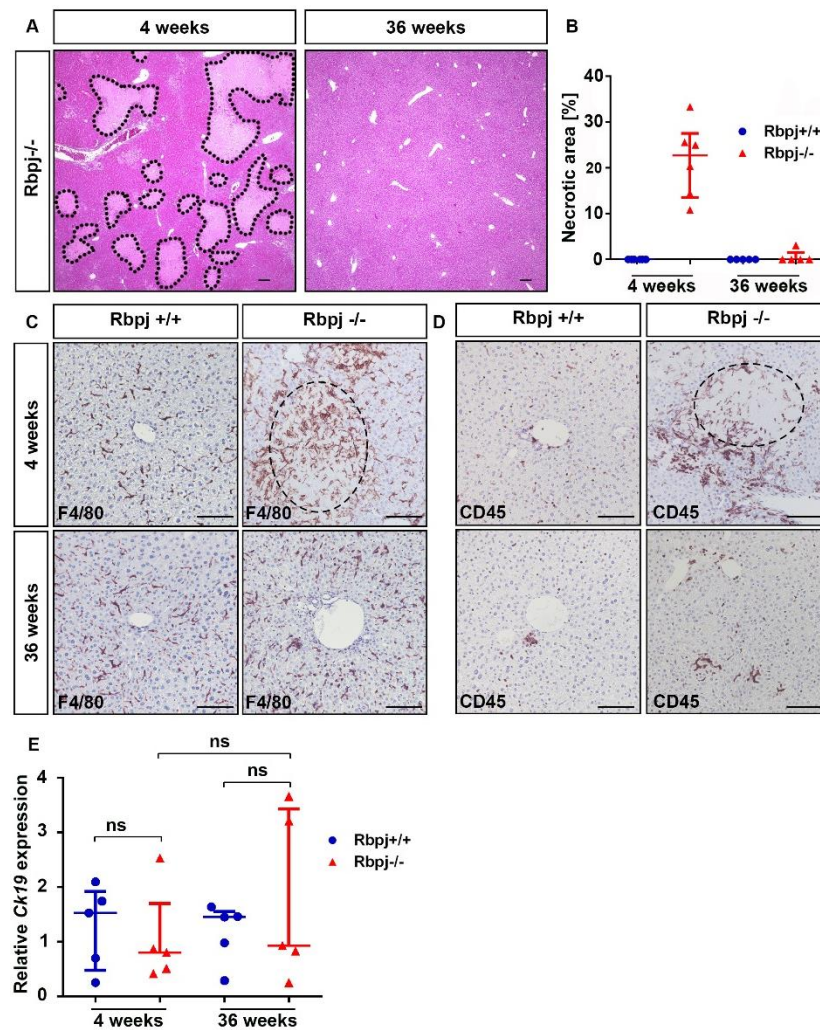

**Figure S2.** Loss of RBPJ results in hepatic necrosis. (A) Photographs of macroscopic liver from *Rbpj*<sup>-/-</sup> mice at 4 and 36 weeks ( $n = 5-6$ ; scale bar: 100  $\mu$ m; dotted lines surround the necrotic areas). (B) Scatter dot plots depict the necrotic area in the liver of *Rbpj*<sup>-/-</sup> mice. *Rbpj*<sup>+/+</sup> mice did not show necrosis ( $n = 5-6$ ). (C) Representative photographs of F4/80-immunostaining ( $n = 3$ ; scale bar: 100  $\mu$ m; dotted line surround the necrotic area). (D) CD45-immunostaining of liver from 4 and 36 weeks old *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice, Necrotic area is highlighted by dotted line ( $n = 3$ ; scale bar: 100  $\mu$ m; dotted lines represent necrotic area). (E) Scatter dot plots shows *Ck19* mRNA expression ( $n = 5$ ; Mann-Whitney test (Two tailed)).

Figure S3

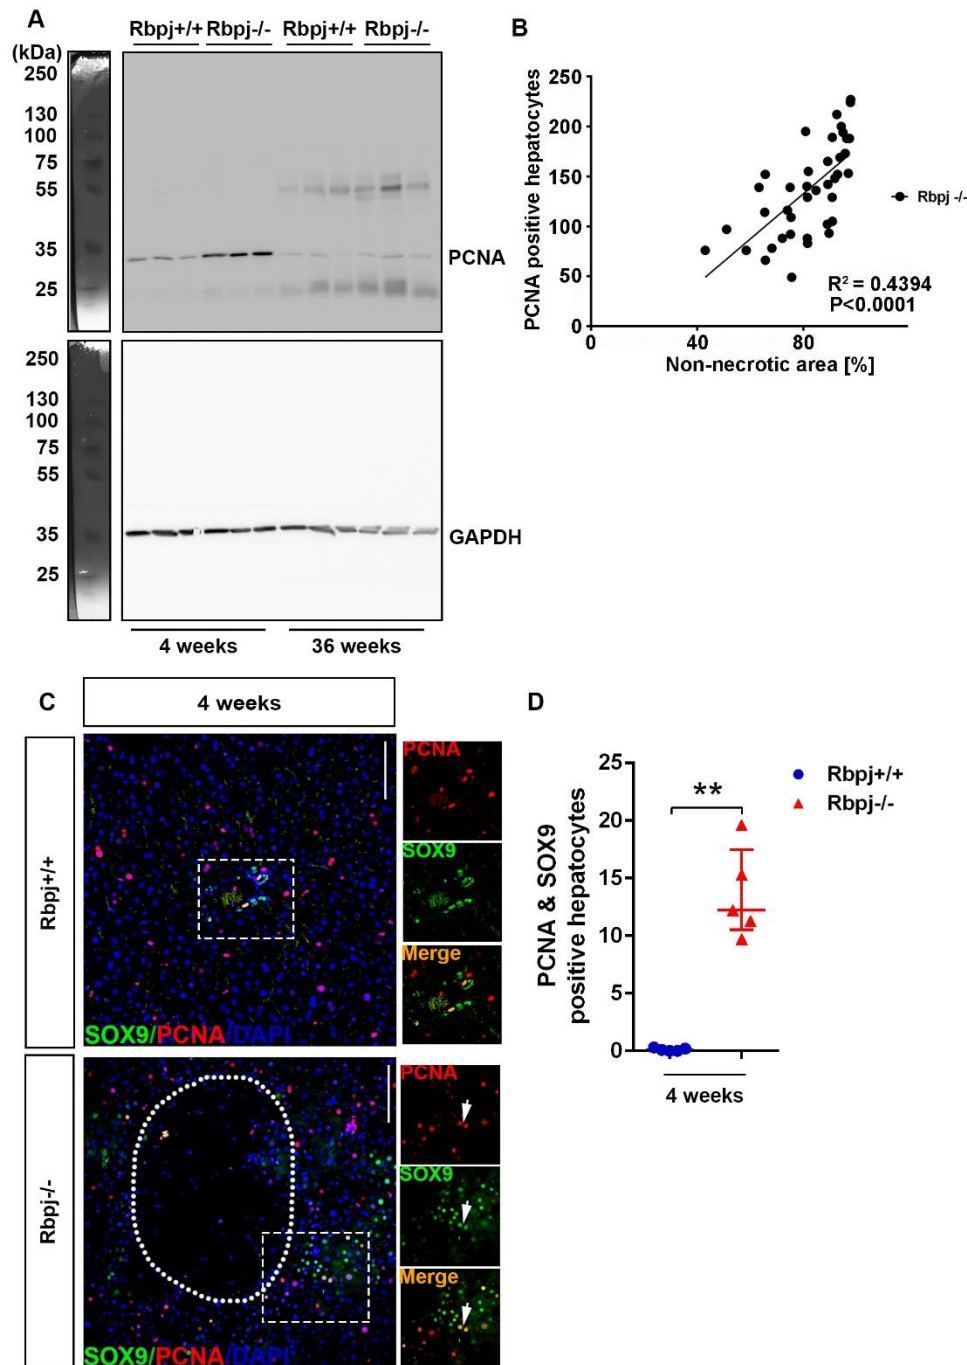

**Figure S3.** RBPJ deficiency induced cholestasis introduce regenerative proliferation. (A) Full-length scan of immunoblot for proliferation marker PCNA of whole liver lysates from *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice at 4 and 36 weeks of age. GAPDH was used as a loading control ( $n = 3$ ). Molecular weight marker is depicted on a separated bright-field image. (B) The number of PCNA positive hepatocytes positively correlate with the non-necrotic area in the liver of 4 weeks old *Rbpj*<sup>-/-</sup> mice ( $n = 10-11$ ; Pearson correlation coefficient,  $R^2 = 0.4394$ ,  $P < 0.0001$ ). (C) Representative photographs of co-immunostaining for the progenitor/cholangiocytic marker SOX9 and the proliferation marker PCNA in liver of 4 weeks old *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice ( $n = 5$ ; scale bar: 100  $\mu$ m; PCNA: red, SOX9: green, DAPI: blue). The dotted circle represents necrotic area. The marked area is shown as single channels for the detection of PCNA positive cells (red) and SOX9 positive cells (green) and an overlay of both channel. (D) Quantification of PCNA and SOX9 positive hepatocytes in liver from 4 weeks old *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice ( $n = 5$ ;  $** p \leq 0.01$ , Mann-Whitney test (Two tailed)).

Figure S4

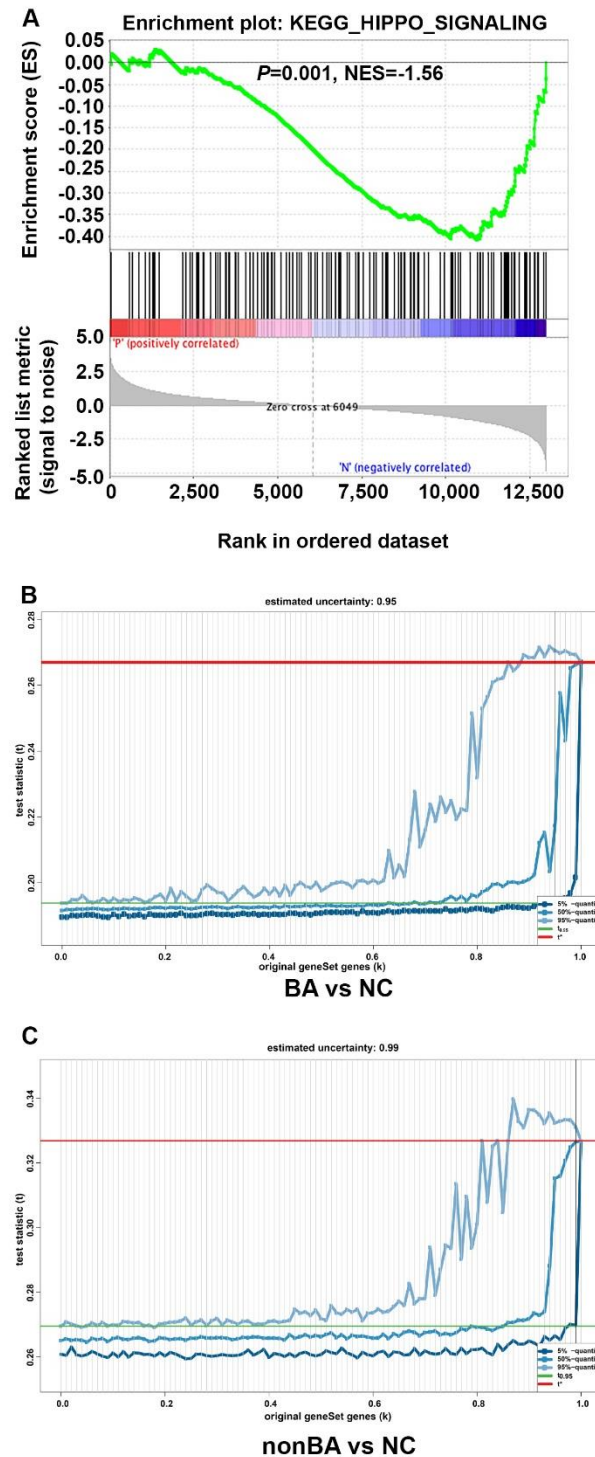

**Figure S4.** Deregulation of the Hippo pathway gene set in *Rbpj* deleted mice and in human CLD patients. (A) Microarray data for liver from 4 weeks old *Rbpj*<sup>+/+</sup> vs *Rbpj*<sup>-/-</sup> mice (GSE121302) were analysed using GSEA software to identify significant gene sets. The enrichment plot shows the distribution of genes from the KEGG Hippo pathway gene set (mmu04390). (B,C) GiANT shows a significant deregulation of the Hippo pathway gene set (hsa04390) in (B) BA vs. control patients and (C) nonBA vs. control patients.

Figure S5

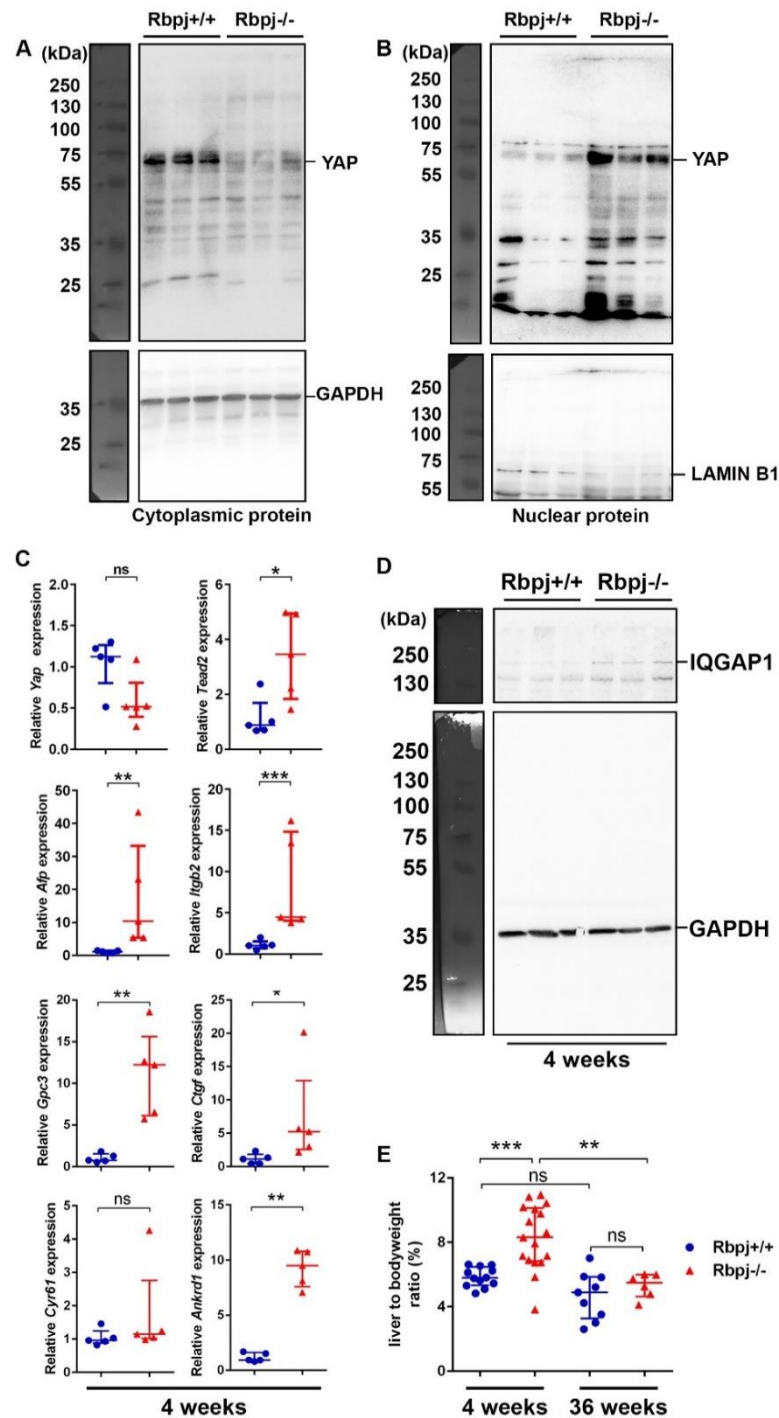

**Figure S5.** Nuclear translocation of YAP after *Rbpj*<sup>-/-</sup> induced liver injury. (**A,B**) Corresponding full-length scan of immunoblots of cytoplasmic and nuclear YAP in the liver of *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice to data presented in cropped Figure 5C. Molecular weight marker is depicted on a separated bright-field image. (**C**) Relative RNA expression of Hippo pathway regulators *Yap* and *Tead2* and YAP downstream targets *Afp*, *Itgb2*, *Gpc3*, *Ctgf*, *Cyr61* and *Ankrd1* (*n* = 5; \*\*\* *p* ≤ 0.001, \*\* *p* ≤ 0.01, \* *p* ≤ 0.05, ns = non-significant; Mann-Whitney test (Two tailed)). (**D**) Full-length scan of immunoblot of IQGAP1 (horizontally cropped) correspond to data presented in cropped Figure 5E. Molecular weight marker is depicted on a separated bright-field image. (**E**) Liver to bodyweight ratio of *Rbpj*<sup>+/+</sup> and *Rbpj*<sup>-/-</sup> mice at 4 and 36 weeks of age (*n* = 6–17; \*\*\* *p* ≤ 0.001, \*\* *p* ≤ 0.01, ns = non-significant; Mann-Whitney test (Two tailed)).

Figure S6

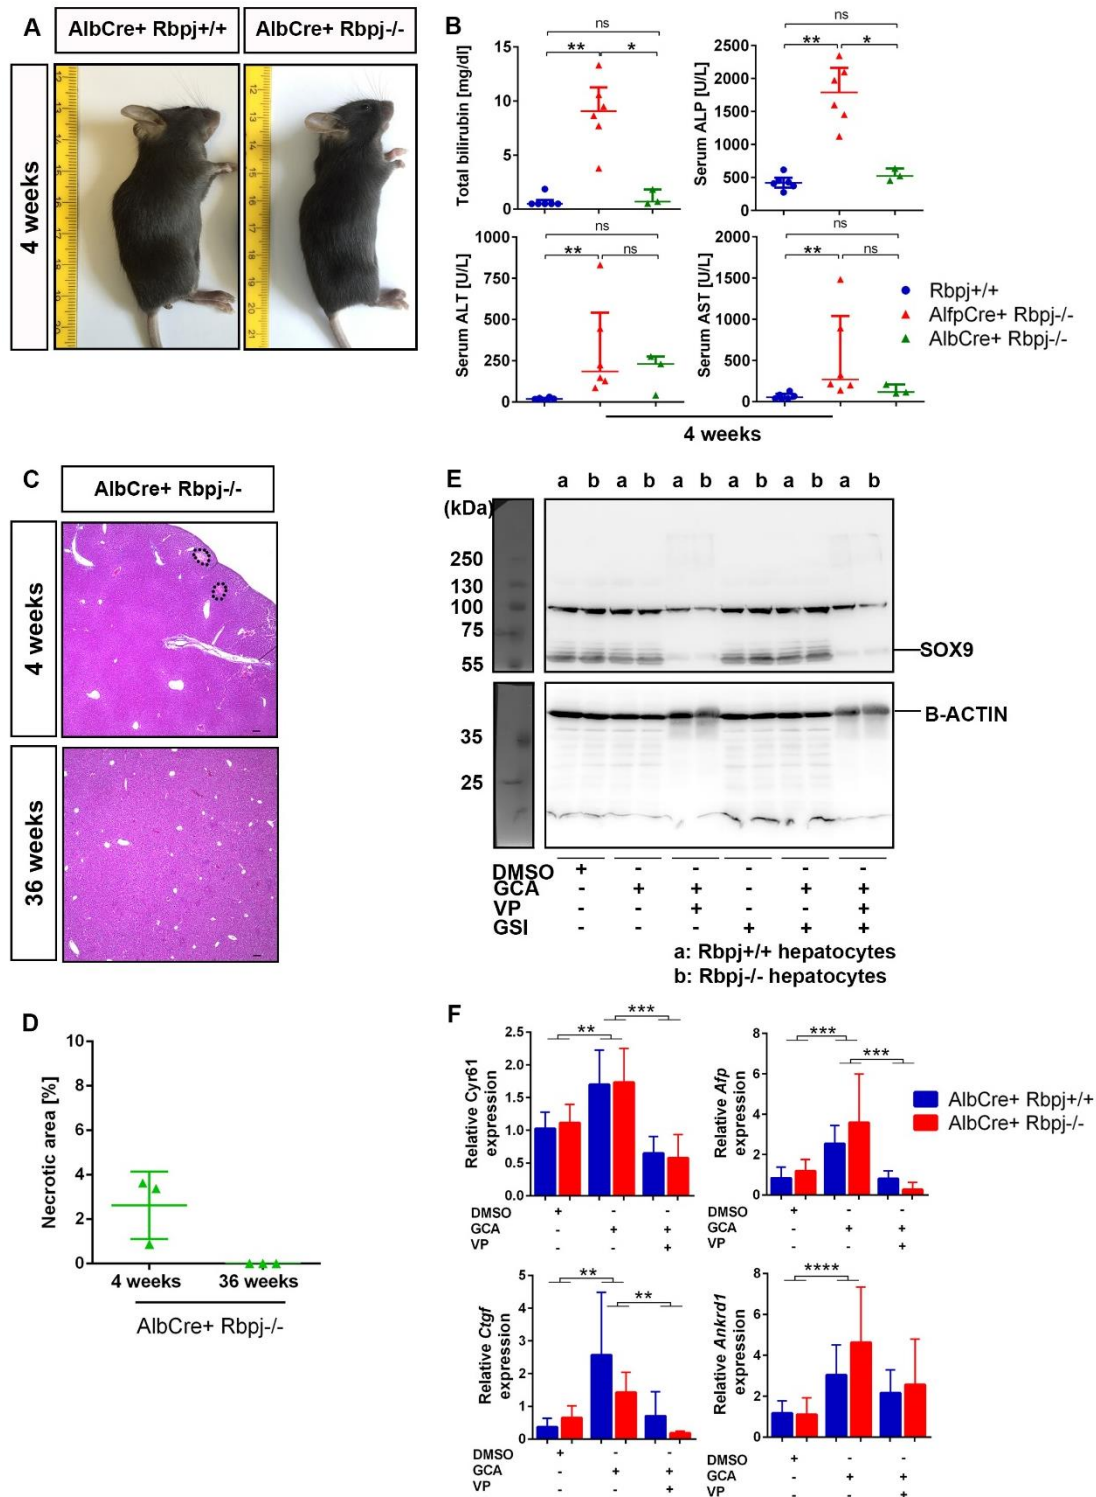

**Figure S6.** *AlbCre* mediated loss of *Rbpj*. (A) Representative macroscopic photographs of *AlbCre*<sup>+</sup> *Rbpj*<sup>+/+</sup> and *AlbCre*<sup>+</sup> *Rbpj*<sup>-/-</sup> mice at 4 weeks of age ( $n = 3$ ). (B) Scatter dot plots of TB (total bilirubin), ALP (alkaline phosphatase), ALT (alanine transaminase) and AST (aspartate transaminase) measured in mouse serum from 4 weeks old *AlfpCre*<sup>+</sup> *Rbpj*<sup>-/-</sup>, *AlbCre*<sup>+</sup> *Rbpj*<sup>+/+</sup> and *AlbCre*<sup>+</sup> *Rbpj*<sup>-/-</sup> mice ( $n = 3-6$ ; \*\*  $p \leq 0.01$ , \*  $p \leq 0.05$ , Mann-Whitney test (Two tailed)). Only ALT marker is slightly increased upon *Rbpj* deletion in *AlbCre*<sup>+</sup> *Rbpj*<sup>-/-</sup> mice. (C) Representative H&E photographs from *AlbCre*<sup>+</sup> *Rbpj*<sup>-/-</sup> mice at 4 and 36 weeks depicting small necrotic areas in 4 weeks old *AlbCre*<sup>+</sup> *Rbpj*<sup>-/-</sup> mice ( $n = 3$ ; scale bar: 100  $\mu$ m, dotted lines represents necrotic areas). (D) Scatter dot plots represent the necrotic area in the liver

of *AlbCre<sup>+</sup> Rbpj<sup>-/-</sup>* mice ( $n = 3$ ). (E) Corresponding full-length scan of immunoblot is horizontally cropped for the separate detection of SOX9 and  $\beta$ -Actin (whole-cell protein). Correspond to data presented in cropped Figure 6D. Molecular weight marker is depicted on a separated bright-field image. (F) Relative RNA expression of *Cyr61*, *Afp*, *Ctgf* and *Ankrd1* in primary hepatocytes from *AlbCre<sup>+</sup> Rbpj<sup>+/+</sup>* and *AlbCre<sup>+</sup> Rbpj<sup>-/-</sup>* mice after GCA and GCA/VP treatment ( $n = 5$ ; \*\*\*\*  $p \leq 0.0001$ , \*\*\*  $p \leq 0.001$ , \*\*  $p \leq 0.01$ , \*  $p \leq 0.05$ , Mann-Whitney test (Two tailed)).

## Supplementary Tables

**Table S1.** Enriched KEGG pathways.

| KEGG-Pathways                                 | Gene Size | Intersection Size | False Discovery Rate |
|-----------------------------------------------|-----------|-------------------|----------------------|
| METABOLIC_PATHWAYS                            | 1230      | 101               | 4.40E-10             |
| PI3K-AKT_SIGNALING_PATHWAY                    | 355       | 37                | 2.27E-06             |
| PATHWAYS_IN_CANCER                            | 326       | 29                | 0.000602417          |
| HTLV-I_INFECTION                              | 290       | 28                | 0.000142525          |
| CYTOKINE-<br>CYTOKINE_RECEPTOR_INTERACTION    | 273       | 31                | 1.23E-06             |
| MAPK_SIGNALING_PATHWAY                        | 259       | 25                | 0.000497632          |
| VIRAL_CARCINOGENESIS                          | 236       | 16                | 0.04207037           |
| ENDOCYTOSIS                                   | 225       | 17                | 0.026686827          |
| EPSTEIN-BARR_VIRUS_INFECTION                  | 220       | 17                | 0.018968375          |
| REGULATION_OF_ACTIN_CYTOSKELETON              | 217       | 26                | 1.44E-05             |
| FOCAL_ADHESION                                | 205       | 33                | 1.38E-09             |
| ALCOHOLISM                                    | 202       | 16                | 0.005436578          |
| CHEMOKINE_SIGNALING_PATHWAY                   | 198       | 29                | 1.46E-08             |
| CALCIUM_SIGNALING_PATHWAY                     | 185       | 15                | 0.02930663           |
| TRANSCRIPTIONAL_MISREGULATION_IN_<br>CANCER   | 181       | 16                | 0.007818261          |
| PHAGOSOME                                     | 180       | 31                | 4.40E-10             |
| TUBERCULOSIS                                  | 179       | 25                | 1.57E-06             |
| INFLUENZA_A                                   | 172       | 15                | 0.013058534          |
| HIPPO_SIGNALING_PATHWAY                       | 156       | 14                | 0.017665702          |
| NATURAL_KILLER_CELL_MEDIATED_CYTO<br>TOXICITY | 155       | 20                | 2.43E-05             |
| HEPATITIS_B                                   | 149       | 17                | 0.000662977          |
| SYSTEMIC_LUPUS_ERYTHEMATOSUS                  | 147       | 17                | 4.02E-05             |
| INSULIN_SIGNALING_PATHWAY                     | 140       | 12                | 0.033808161          |
| VASCULAR_SMOOTH_MUSCLE_CONTRACT<br>ION        | 136       | 12                | 0.029256413          |
| AXON_GUIDANCE                                 | 133       | 14                | 0.005272863          |
| SEROTONERGIC_SYNAPSE                          | 130       | 13                | 0.007977282          |
| CELL_CYCLE                                    | 129       | 21                | 1.00E-06             |
| OSTEOCLAST_DIFFERENTIATION                    | 127       | 25                | 1.75E-09             |
| LYSOSOME                                      | 124       | 20                | 2.26E-06             |
| NEUROTROPHIN_SIGNALING_PATHWAY                | 123       | 13                | 0.006348471          |
| LEUKOCYTE_TRANSENDOTHELIAL_MIGRA<br>TION      | 121       | 21                | 6.00E-07             |
| AMOEBIASIS                                    | 120       | 26                | 4.40E-10             |
| OOCYTE_MEIOSIS                                | 115       | 13                | 0.003392808          |
| CHOLINERGIC_SYNAPSE                           | 114       | 10                | 0.043511615          |
| HIF-1_SIGNALING_PATHWAY                       | 113       | 15                | 0.000289593          |
| TOXOPLASMOSIS                                 | 113       | 11                | 0.021591468          |

|                                             |    |    |             |
|---------------------------------------------|----|----|-------------|
| MALARIA                                     | 55 | 11 | 8.15E-05    |
| GLUTATHIONE_METABOLISM                      | 55 | 10 | 0.000410474 |
| NON-SMALL_CELL_LUNG_CANCER                  | 55 | 8  | 0.005771628 |
| STARCH_AND_SUCROSE_METABOLISM               | 53 | 10 | 0.000114631 |
| STAPHYLOCOCCUS_AUREUS_INFECTION             | 52 | 14 | 2.92E-07    |
| FANCONI_ANEMIA_PATHWAY                      | 52 | 6  | 0.042288568 |
| ENDOMETRIAL_CANCER                          | 52 | 6  | 0.045035893 |
| TYPE_II_DIABETES_MELLITUS                   | 50 | 7  | 0.014378328 |
| AMINO_SUGAR_AND_NUCLEOTIDE_SUGAR_METABOLISM | 49 | 7  | 0.010596964 |
| FATTY_ACID_METABOLISM                       | 48 | 7  | 0.00959166  |
| ABC_TRANSPORTERS                            | 46 | 6  | 0.030660707 |
| PORPHYRIN_AND_CHLOROPHYLL_METABOLISM        | 43 | 8  | 0.000617247 |
| PYRUVATE_METABOLISM                         | 43 | 7  | 0.006880665 |
| SPHINGOLIPID_METABOLISM                     | 41 | 8  | 0.001358947 |
| FRUCTOSE_AND_MANNOSE_METABOLISM             | 40 | 8  | 0.001002815 |
| ALDOSTERONE-REGULATED_SODIUM_REABSORPTION   | 40 | 7  | 0.004986944 |
| BASE_EXCISION_REPAIR                        | 39 | 5  | 0.029673656 |
| DNA_REPLICATION                             | 36 | 9  | 9.60E-05    |
| PRION_DISEASES                              | 35 | 7  | 0.002506143 |
| PENTOSE_AND_GLUCURONATE_INTERCONVERSIONS    | 34 | 12 | 1.51E-08    |
| GALACTOSE_METABOLISM                        | 31 | 7  | 0.00129682  |
| BUTANOATE_METABOLISM                        | 31 | 5  | 0.021647451 |
| ASCORBATE_AND_ALDARATE_METABOLISM           | 27 | 6  | 0.000978177 |
| VITAMIN_DIGESTION_AND_ABSORPTION            | 24 | 4  | 0.040651071 |
| MISMATCH_REPAIR                             | 23 | 4  | 0.031060801 |
| GLYCOSAMINOGLYCAN_DEGRADATION               | 21 | 4  | 0.028680537 |
| SULFUR_METABOLISM                           | 11 | 4  | 0.003418509 |
| SYNTHESIS_AND_DEGRADATION_OF_KETONE_BODIES  | 11 | 3  | 0.020651069 |

Table represents list of enriched KEGG pathways in whole liver tissue of *Rbpj<sup>+/+</sup>* and *Rbpj<sup>-/-</sup>* mice at the age of 4 weeks. Table shows gene set size, intersection size and false discovery rate for each single pathway ( $n = 3-4$ , Fisher's exact test,  $\text{fdr} < 0.05$ ).

Table S2. Differentially regulated genes.

| Gene               | Log2 Fold Change | False Discovery Rate |
|--------------------|------------------|----------------------|
| SULT2A1            | 9.851442969      | 3.06E-09             |
| SULT2A4            | 9.808841664      | 1.35E-13             |
| SULT2A2            | 9.700201106      | 3.39E-08             |
| ENSMUST00000121135 | 8.126654798      | 1.35E-13             |
| LRTM2              | 7.150394141      | 2.44E-09             |
| IGDCC4             | 7.011721889      | 2.44E-09             |
| H19                | 6.803596774      | 0.000954713          |
| GIPC2              | 6.71165252       | 5.44E-06             |
| KRT20              | 6.526805469      | 1.35E-13             |
| SPINK3             | 6.512761648      | 1.35E-13             |
| SULT1E1            | 6.453821301      | 0.028990591          |

|                    |              |             |
|--------------------|--------------|-------------|
| KEG1               | -5.825939868 | 2.18E-11    |
| ENSMUST00000178663 | -6.218434989 | 0.053870316 |
| CLEC2H             | -6.406953676 | 3.39E-08    |
| MUP2               | -6.563348897 | 0.043182203 |
| SERPINA9           | -6.646456569 | 1.35E-13    |
| CES3A              | -6.673014005 | 0.000189142 |
| MUP21              | -6.799687296 | 1.35E-13    |
| ENSMUST00000154733 | -7.208291889 | 4.45E-05    |
| ENSMUST00000121741 | -7.262909762 | 1.35E-13    |
| MUP6               | -7.304048719 | 1.35E-13    |
| TC1687046          | -7.561199041 | 0.000107205 |
| CES3B              | -7.791466993 | 3.24E-07    |
| SLCO1A1            | -7.835438272 | 1.35E-13    |
| CYP4A12A           | -8.427628064 | 1.35E-13    |
| ELOVL3             | -9.066127339 | 1.35E-13    |
| SERPINA4-PS1       | -9.745270049 | 1.35E-13    |
| CYP4A12B           | -9.906360031 | 1.35E-13    |
| HSD3B5             | -10.93628773 | 1.35E-13    |

Table represents differentially regulated genes. RNA was extracted whole liver tissue from *Rbpj<sup>+/+</sup>* and *Rbpj<sup>-/-</sup>* mice at the age of 4 weeks. Log2 fold change and false discovery rate is listed for each single gene ( $n = 3-4$ , Shrinkage T-test,  $\text{fdr} < 0.1$ ).

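Table S2 lists 1499 entries under 1498 names, because TGFB1 stands there in 2 of them. One of these 2 values equals, within 0.001, the difference between the genotypes of *Tgfb1* in the series matrix, and the other that of *Tgfbi*. Of these names, 1491 were found on the array and 1416 had a tested probe, while 75 had no probe well above background on all arrays of either genotype. By the limma test on the scanner files, 1392 of the 1416 genes were differentially expressed, 1390 of them in the direction of the table, and 24 did not pass. The other 2, looked up after their values were seen, are *Clca3a1* (−0.65, the paper's value 1.15) and *Arhgap26* (0.99, the paper's value −0.92). Another 5021 differentially expressed genes are not in the table. Across the 1416 genes, which are not independent replicates, the log2 fold changes from the scanner files and those of the table correlated with Pearson's r = 0.990. Both come from the same 7 animals. The table's values were also set against the series matrix. Within 0.001 on the log2 scale, 1175 of 1491 equal the difference between the genotypes for a single probe of that gene, against 154 after quantile normalization and 17 after the percentile shift of the scanner values. All 1491 equal the series matrix difference for a probe or for the mean of the gene's probes.

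**Figure D4:**
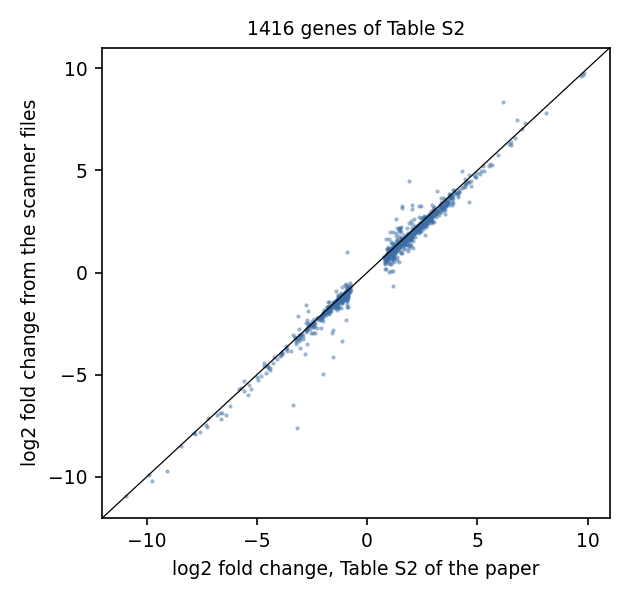
Log2 fold changes (*Rbpj*-/- minus *Rbpj*+/+) of the 1416 genes of Table S2 that were tested, with the paper's value on the horizontal axis and the value from the scanner files on the vertical axis. Each point is a gene and the line marks equal values, around which most genes lie (r = 0.990).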

Table S3. Regulation of Hippo pathway genes.

| Gene     | Log2 Fold Change | False Discovery Rate |
|----------|------------------|----------------------|
| SERPINE1 | 4.961996904      | 0.482212591          |
| WNT10A   | 4.110943424      | 1.35E-13             |
| BMP8B    | 3.071683723      | 0.011102126          |
| AFP      | 2.934659184      | 6.15E-07             |
| BIRC5    | 2.329030992      | 0.1350845            |
| CTGF     | 2.261069356      | 0.345591697          |
| ACTG1    | 1.972301746      | 0.000167342          |
| CCND1    | 1.857258085      | 0.005147085          |
| ID4      | 1.79610855       | 0.0734861            |
| WNT9B    | 1.584973069      | 1                    |
| AJUBA    | 1.503185704      | 0.132349936          |
| TGFBR2   | 1.321543879      | 0.001538172          |
| MYC      | 1.288861505      | 1                    |
| WTIP     | 1.268670756      | 0.176355558          |
| YWHAH    | 1.222379889      | 0.005818331          |
| FZD3     | 1.220547374      | 1                    |
| ITGB2    | 1.196566353      | 0.089012317          |
| MOB1A    | 1.196559574      | 1                    |
| TEAD4    | 1.176534934      | 1                    |
| TEAD1    | 1.104763387      | 0.345591697          |
| TEAD2    | 1.0971577        | 0.059268219          |
| AREG     | 1.073652426      | 1                    |
| BMP6     | 1.058613337      | 1                    |

|        |              |             |
|--------|--------------|-------------|
| WNT5A  | -0.23747125  | 1           |
| WNT10B | -0.290286253 | 1           |
| APC2   | -0.294596009 | 1           |
| LATS1  | -0.294723469 | 1           |
| WNT7B  | -0.339633939 | 1           |
| PARD6B | -0.35260349  | 1           |
| APC    | -0.353384327 | 1           |
| PRKCZ  | -0.358286142 | 1           |
| LEF1   | -0.362600671 | 1           |
| WNT9A  | -0.396819769 | 1           |
| MOB1B  | -0.423065576 | 1           |
| LLGL2  | -0.460543643 | 1           |
| DLG3   | -0.461184175 | 1           |
| TEAD3  | -0.484223174 | 1           |
| PARD3  | -0.533816082 | 1           |
| WNT2   | -0.537021563 | 1           |
| TRP73  | -0.538973665 | 1           |
| AXIN2  | -0.546825621 | 1           |
| BMP4   | -0.552484074 | 1           |
| FZD7   | -0.575967222 | 1           |
| WNT1   | -0.611269258 | 1           |
| BMPR1B | -0.645831753 | 1           |
| WNT8A  | -0.673180729 | 1           |
| BMP8A  | -0.714266045 | 1           |
| ID2    | -0.726289451 | 1           |
| GDF5   | -0.77301589  | 1           |
| WNT6   | -0.803197414 | 1           |
| BBC3   | -0.857864811 | 1           |
| WNT8B  | -0.999313544 | 1           |
| FGF1   | -0.999992498 | 0.176355558 |
| FZD9   | -1.023702172 | 1           |
| DVL3   | -1.082940712 | 0.003669217 |
| FZD8   | -1.228532511 | 1           |
| TCF7L2 | -1.50216804  | 0.053870316 |

Table presents overview of log2 fold change expression (*Rbpj<sup>+/+</sup>* vs. *Rbpj<sup>-/-</sup>* mice) for all Hippo pathway genes ( $n = 3-4$ , Shrinkage T-test,  $\text{fdr} \leq 1$ ).

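The heading of Table S3 names *Rbpj*+/+ before *Rbpj*-/-, and its positive values are those of genes that were higher in *Rbpj*-/- liver on the arrays. Among the 119 genes of the table that were tested, 12 had the opposite sign in the values computed from the scanner files (r = 0.981 across genes, which are not independent replicates). The table gives a false discovery rate below 0.1 for 14 genes, all of which passed limma's test here, together with 30 further genes of the list. Both results rest on the same arrays, so the overlap is not independent evidence. All 155 values of the table equal, within 0.001, the difference in the series matrix for 1 probe of the gene or the mean over its probes, and 103 of them equal that of a single probe.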

Table S4. Antibodies.

| Antibody       | Company                  | Catalog Number | Dilution (IHC) | Dilutions (WB) |
|----------------|--------------------------|----------------|----------------|----------------|
| Albumin        | Bethyl                   | A90-135        | 1:100          | -              |
| CD45           | BD Pharmingen            | 550539         | 1:200          | -              |
| Cytokeratin 7  | Abcam                    | ab181598       | 1:300          | -              |
| Cytokeratin 19 | Santa Cruz               | sc-33111       | 1:250          | -              |
| F4/80          | ThermoFischer Scientific | MA5-16624      | 1:200          | -              |
| HNF4 $\alpha$  | ThermoFischer Scientific | K9218          | 1:200          | -              |
| IQGAP1         | Santa Cruz               | sc-376021      | 1:200          | 1:1000         |

|          |                            |        |       |        |
|----------|----------------------------|--------|-------|--------|
| PCNA     | MerckMillipore(Calbiochem) | NA03   | 1:150 | 1:1000 |
| RBPJ     | Cosmo Bio                  | 2ZRBP3 | 1:200 | 1:1000 |
| SOX-9    | Merck - Millipore          | AB5535 | 1:500 | -      |
| YAP1     | Cell Signaling             | 14074  | 1:200 | -      |
| YAP1     | Cell Signaling             | 4912   | -     | 1:1000 |
| Lamin B1 | Santa Cruz                 | 374015 | -     | 1:500  |

Table presents a list of used antibodies for IHC/IF and western blot.

Table S5. Primer.

| Gene                     | Forward Primer (5'→ 3')                           | Reverse Primer (5'→ 3')  |
|--------------------------|---------------------------------------------------|--------------------------|
| <i>αSMA</i>              | TCACCATTGGAAACGAACG                               | ATAGGTGGTTTCGTGGATGC     |
| <i>Afp</i>               | AGTTTCCAGAACCTGCCGAG                              | CTGGAGGTTTCGGGATCCAA     |
| <i>Ankrd1</i>            | GCTGAACAAAGGAGCCAAA                               | ATAGCGGTTTCAGCCTCACAG    |
| <i>CK19</i>              | GGACCCTCCCGAGATTACAACCA                           | GCCAGCTCCTCCTTCAGGCTCT   |
| <i>Col1a1</i>            | CATGTTTCAGCTTTGTGGACCT                            | GCAGCTGACTTCAGGGATGT     |
| <i>Ctgf</i>              | GGGCCTCTTCTGCGATTTC                               | ATCCAGGCAAGTGCATTGGTA    |
| <i>Cyr61</i>             | CTGCGCTAAACAACCTCAACGA                            | GCAGATCCCTTTCAGAGCGG     |
| <i>Dtx1</i>              | CCAACCCAGGCAAGAAGTT                               | GATGAGCAATCTCAGCACCTT    |
| <i>Gpc3</i>              | TGTCACCAGGTCCGTTCTTT                              | GTTGTTCCATGTTTCAGCCGT    |
| <i>Hes1</i>              | TGCCAGCTGATATAATGGAGAA                            | CCATGATAGGCTTTGATGACTTT  |
| <i>Hey1</i>              | ACCATCGAGGTGGAAAAGG                               | CTTCTCGATGATGCCTCTCC     |
| <i>Itgb2</i>             | GTGGTGCAGCTCATCAAGAA                              | GCCATGACCTTTACCTGGAA     |
| <i>IQGAP1</i>            | GGCAGAACGTGGCTTATGA                               | AAGGCCCTCCTCTAGCTCTG     |
| <i>Notch1</i>            | CAATGTTTCGAGGACCAGATGG                            | ACTGCAGGAGGCAATCATGAG    |
| <i>Notch2</i>            | TGCCTGTTTGACAACCTTTGAGT                           | GTGGTCTGCACAGTATTTGTCAT  |
| <i>Notch3</i>            | AGCTGGGTCCTGAGGTGAT                               | AGACAGAGCCGGTTGTCAAT     |
| <i>Notch4</i>            | GGACCTGCTTGCAACCTTC                               | CCTCACAGAGCCTCCCTTC      |
| <i>Sox9</i>              | TGCCCATGCCCCGTGCGCGTCAA                           | CGCTCCGCCTCCTCCACGAAGGG  |
| <i>Tead2</i>             | GGAAGGCAGCGAAGAGGGC                               | CTTCACGTCTGGAACATTCCAT   |
| <i>YAP</i>               | CCTGATGATGTACCACTGCC                              | GCCATGTTGTTGTCTGATCG     |
| <i>RNA polymerase II</i> | CATCAACCAGGTGGTACAGC                              | GATTCTGGAACCTCAACACTCTCC |
| <i>Rbpj</i>              | Mm_Rbpj_1_SG QuantiTect Primer Assay (QT00142821) |                          |

Table presents primer and primer sequences used for qRT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

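Gene expression was measured with arrays of 1 dye in whole liver of 4 *Rbpj*+/+ and 3 *Rbpj*-/- mice at the age of 4 weeks, 1 array per animal without pooling. As deposited, the intensity values are the background-subtracted and detrended signals of single spots that the authors obtained with Feature Extraction 10.7.3.1, without normalization between arrays, and the mean and local background intensities behind them are given too. The log2 values of the series matrix were made by the authors from the same intensities. They correlate at r = 1.00 on every array, across probes, with log2 intensities that were quantile-normalized and centred on the median of each probe, while the methods state a percentile shift. The scanner files also hold 5 quality marks per spot, which the methods name.

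The intensities of the scanner files were analysed. Control probes and spots marked as non-uniform or as population outliers were left out, which removed 146 probe values, and no spot was saturated. Spots of the same probe (432 probes have more than 1) were averaged on the log2 scale, and the 75th percentile of each array was subtracted. A probe was tested when it was positive, significant and well above background on all arrays of at least 1 genotype. The share of probes well above background ranged from 41.1% to 65.0% between arrays, and the number of arrays limits the precision. Genotypes were compared with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 24550 tested probes and a threshold of 0.1. Of these probes, 8242 passed, 3522 higher and 4720 lower in *Rbpj*-/- liver. A gene was represented by its tested probe with the highest mean signal. Single genes were also compared by an exact two-sided permutation test over the 35 splits of the 7 animals. Where a probe was well above background on no array of a genotype, a lower bound of the fold change is given. Names were matched to current symbols by accession for 28331 probes, by symbol for 2209 and by synonym for 174, while 24967 kept the array's name only. Coordinates are those of the array's design (mm9), and the reference used for names belongs to a later build. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.

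The gene lists tested are hepatocyte, cholangiocyte, stellate, endothelial, macrophage, neutrophil, lymphocyte, erythroid, fetal liver, proliferation, male-biased and female-biased liver genes, growth hormone targets, bile acid genes, Notch targets, YAP targets and the YAP target genes measured by qRT-PCR in the paper. Sex-linked genes were read singly, because fewer than 5 of them were tested. Lists were tested with limma's camera at a preset correlation of 0.01 between genes and a threshold of 0.05 on the adjusted p. The fry test and camera with an estimated correlation were run as alternatives. The shift of a list is the mean over its genes per animal, compared between the genotypes. These lists, the tests, the alternatives and the rule for genes named were set before the data were examined, except 2 alternatives and the tests marked in the closing section. The rule covers *Rbpj*, the genes of Figure 5A, genes the paper measured in other ways, the 5 largest rises and falls with and without a measured value in both genotypes, the sex-linked genes, and the 2 genes of each list with the largest change. Not every gene that it covers is given a value in the text. The values of Tables S2 and S3 had been seen when this rule was written.

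The alternatives were normexp background correction with an offset of 50, quantile normalization, the 75th percentile over probes detected on all arrays, no filter for dim probes, detection on all 7 arrays, compromised spots kept, a version of the shrinkage t, limma-trend, array weights, a threshold of 0.05, the series matrix, the mean of all probes of a gene, the *Xist* signal as a covariate, and each animal left out. The 2 alternatives added after the data were seen are the series matrix without a filter for dim probes, and its mean over the probes of a gene tested by the shrinkage t. The steps were tested on simulated data with independent normal noise, which leave correlation between genes untested. With nothing changed, limma called none of 24513 probes. Limma's camera called a list of 20 genes with a planted shift and left an unchanged list uncalled.

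Measurements of protein, histology, serum and qRT-PCR, the human data and the gene set analyses by GiANT and GSEA were not analysed here. Pathway memberships other than those of Table S3 were not used here, and no set test was run on Table S3 because the copy used holds 155 of 156 genes. The result for 1 gene is not reported here.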

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

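The tests of the sex of the animals, of hepatocyte loss and of the share of hepatocytes were planned, and those of growth hormone signalling, liver maturity, array scaling, B cells and the sex of 1 animal were chosen only after the result was seen.

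The largest signal outside the genes the paper discusses lay in liver genes with a sex bias. Of 19 tested male-biased genes, 18 were lower in *Rbpj*-/- liver at an adjusted p below 0.1, and the list shifted by −5.19 (SE 0.44, camera adjusted p = 1.3e-14, lower in 3 of 3 *Rbpj*-/- animals than in any *Rbpj*+/+ animal). All 19 are well above background on every *Rbpj*+/+ array, and 17 are in Table S2. Of 20 tested female-biased genes, 12 were higher and 0 lower, with a shift of 2.41 (SE 0.41, adjusted p = 6.8e-07, 3 of 3 animals), and 13 are well above background on every *Rbpj*+/+ array. Among genes measured in both genotypes, *Hsd3b5* and *Serpina4-ps1* fell most and *Sult2a1*, whose probe resembles those of its paralogs, rose most. The size of these changes is uncertain, because *Hsd3b5* and *Serpina4-ps1* were well above background on 1 of 3 *Rbpj*-/- arrays and *Sult2a1* on 2 of 4 *Rbpj*+/+ arrays. Over all alternatives their log2 fold changes lay between −12.16 and −7.91, between −10.95 and −6.69 and between 6.82 and 10.45. A difference in sex between the genotypes is argued against, because the Y-linked genes *Ddx3y* and *Eif2s3y* are both well above background on 7 of 7 arrays. A general loss of hepatocyte transcripts is argued against as well, since the shift of the male-biased list lay below that of the hepatocyte list by a difference of −4.73 (SE 0.41, exact two-sided permutation p = 0.0286). Under quantile normalization the shifts were −5.02 and 2.46, under normexp background correction −3.69 and 1.50, and with detection on all 7 arrays required −3.54 and 1.15, the smallest of all alternatives. No alternative reversed them, but their size depends on how dim probes are treated. With the correlation estimated from the residuals camera gave an adjusted p of 0.123 and 0.126, the highest over the alternatives, of which the lowest were 3.5e-20 and 3.8e-10. Growth hormone targets, a list of 5 genes that are all well above background on every *Rbpj*+/+ array and of which 4 are in Table S2, shifted by −2.44 (SE 0.22, camera adjusted p = 7.9e-04, 4 of 5 genes called lower, 3 of 3 animals). Weaker growth hormone signalling may therefore contribute. The fetal liver list rose by 3.28 (SE 0.28), so a less mature liver is another candidate explanation. Both remain hypotheses found and tested on the same data, they do not exclude each other, and the row of the slide stays confounded with the genotype. Hormone levels were not analysed here.

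Lists of cell types that the paper does not examine on the arrays shifted in different directions. Neutrophil genes rose by 1.55 (SE 0.45, camera adjusted p = 0.00516, 3 of 3 animals), with 5 of 10 tested genes called higher and 1 lower. Only 4 of the 10 are well above background on every *Rbpj*+/+ array, and the median is 1.71, or 1.54 with genes below background at their bound. Endothelial genes rose by 0.61 (SE 0.16, adjusted p = 0.00547, 3 of 3 animals), with 5 of 10 called higher and 1 lower, and 9 well above background on every *Rbpj*+/+ array. Lymphocyte genes fell, with a shift of −1.31 (SE 0.38, adjusted p = 0.00516, 3 of 3 animals), 6 of 9 called lower and all 9 well above background on every *Rbpj*+/+ array. Table S2 holds 3, 1 and 1 genes of these lists. The neutrophil list no longer passed with normexp background correction (0.62, adjusted p = 0.0940), the endothelial list with the *Xist* covariate (adjusted p = 0.0921), nor the lymphocyte list when detection on all 7 arrays was required (−0.59, adjusted p = 0.160). Over all alternatives the adjusted p lay between 2.9e-05 and 0.232, between 1.4e-04 and 0.295, and between 5.4e-04 and 0.295. A lower share of hepatocytes would raise all other cell types alike and is argued against as the whole cause, because the highest and lowest shift of 6 cell type lists lay 3.06 apart (SE 0.45, permutation p = 0.0286). A change in the number of neutrophils, endothelial cells or lymphocytes stays open, as does a change of expression within them, and the row of the slide is confounded with the genotype.

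In 6 of 99 groups of *Rbpj*+/+ arrays the highest or lowest array lay apart from the nearest by a share of the whole range above Dixon's 95% critical value, where chance gives about 1 in 20 groups, or 4.95. *Hey1* was −2.21 on Rbpj +/+_1156 with the next array at −1.57 (ratio 0.886). *Iqgap1* was 0.95 on Rbpj +/+_1156 with the next at 1.15 (0.862), and *Lum* 1.61 with the next at 2.41 (0.851). The scaling of this array is argued against for *Hey1*, whose ratio under quantile normalization was 0.947. It may account for *Iqgap1* and *Lum*, for which the higher of both ratios was then 0.774, below the critical value. All 3 genes kept their direction without this array. *Ms4a1*, a B cell gene, was −0.54 on Rbpj +/+_991 with the next at −1.49 (0.843). The B cell genes *Cd79a* and *Cd79b* were also highest there, 2 of 2, at −0.82 and 1.52, so more B cells in this liver sample may be the source. A pair of genes is a weak test, as both can be highest on the same array by chance. *Hes1* was 1.34 on Rbpj +/+_1155 with the next at −0.68 (0.960), and *Xist* was −2.95 on Rbpj +/+_1155 with the next at −5.08 (0.886). *Xist* was well above background on Rbpj +/+_1155 alone, so its gap and ratio are taken against signals below background. The lowest signals well above background on Rbpj +/+_1156, Rbpj +/+_1024 and Rbpj +/+_991 were −3.41, −3.14 and −3.16, so the true gap of *Xist* may be much smaller. Under quantile normalization the ratio of *Hes1* was 0.820, just below the critical value, so the scaling of this array may account for its place beyond that value, but it leaves a gap of 1.90 out of 2.02. A female animal is argued against as the source of the *Xist* signal, because the Y-linked genes *Ddx3y* and *Eif2s3y* were 2.76 and 2.71 on Rbpj +/+_1155, and the lower of their 2 differences from the mean of the other *Rbpj*+/+ arrays was 0.061. Where the *Xist* signal comes from stays open. No biological explanation was tested for single *Rbpj*+/+ animals apart from B cells and sex, and chance is not excluded for any of the 6.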

How the results depend on the processing

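None of the results here comes from a test chosen after the result was seen, apart from the 2 alternatives on the series matrix without a filter for dim probes, which were added after the data were seen.

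The number of differentially expressed probes, 8242, was within 1.5 times of that value under the alternatives that keep all animals, except for 2038 without the filter for dim probes, 3600 with the series matrix and no such filter, and 5124 with the *Xist* covariate. The 6413 genes became 1642, 2823 and 3946 under the same alternatives and 2458 with the series matrix averaged over the probes of a gene and tested by the shrinkage t. The 44 Hippo pathway genes became 9, 18, 27 and 19 in this order, and 28 at a threshold of 0.05, which by its construction calls fewer. The 76 genes of the metabolic families became 36 without the filter, and 44 and 48 with the added alternatives. Without the filter 35715 genes are tested instead of 18772. For the *Xist* covariate and the added alternatives the cause was not tested. The *Xist* signal was lower on every *Rbpj*-/- array than on any *Rbpj*+/+ array, so this covariate overlaps with the genotype. Among the other alternatives that keep all animals, the highest numbers were 10137 probes, 7877 genes and 89 family genes with array weights, and 60 Hippo pathway genes with normexp background correction. Of 84 named genes with a value, 71 passed, and 43 passed when detection on all 7 arrays was required, which leaves fewer genes tested. Of 17 gene lists, 12 passed with camera at the preset correlation, 14 with fry, and 0 with the correlation estimated from the residuals, where the lowest adjusted p was 0.0679 (fetal liver). At an unadjusted p below 0.05 the estimated correlation gives 6 lists. The genes of Table S2 called ranged from 1041 without the filter to 1491 with the averaged series matrix.

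With each animal left out, the probes ranged from 4672 to 9020, the genes from 3721 to 7110, the Hippo pathway genes from 24 to 45, the family genes from 58 to 80, the named genes from 65 to 70, the lists from 12 to 14 and the genes of Table S2 from 1320 to 1396. The lowest numbers came without Rbpj -/-_N5, except for the lists. Without Rbpj +/+_1024 there were 5468 probes and 27 Hippo pathway genes, and without Rbpj -/-_N3 25 Hippo pathway genes. By construction fewer animals are compared, and any other cause was not tested.

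The named genes and the lists that changed direction passed no threshold, neither with all animals and the first choice of settings nor where they changed. *Hnf4a* turned to 0.040 under quantile normalization and to 0.044 in the 3 alternatives on the series matrix. *Uty* turned to 0.15 under quantile normalization and in the series matrix with and without the filter, to 0.045 in the averaged series matrix and to 0.015 with the *Xist* covariate. *Eif2s3y* was 0.052 and *Krt19* −0.011 with normexp background correction, and *Hes1* was 0.55 with the *Xist* covariate. The bile acid list was 0.050 under quantile normalization, 0.054 in the series matrix and 0.036 in it without the filter. The erythroid list was 0.0067 in the series matrix without the filter, and the Notch target list −0.076 with normexp background correction and −0.055 without the filter. With each animal left out, *Ddx3y* ranged from −0.059 to 0.16, *Krt7* from −1.24 to 0.069, *Uty* from −0.62 to 0.21, the bile acid list from −0.36 to 0.022, the erythroid list from −0.75 to 0.23 and the Notch target list from −0.065 to 0.092. Among all genes, 52 passed with normexp background correction in the direction opposite to that under the first settings, 30 with the mean of all probes, 7 in the averaged series matrix, and 3 each under quantile normalization, in the series matrix and with detection on all 7 arrays required, and at most 1 under any other alternative. The cause was not tested.

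Counting every named gene under every alternative, 1680 values kept direction and side of the threshold, 108 no longer passed, 14 newly passed and 17 changed direction. The 84 genes include 26 that no longer passed under at least 1 alternative, most often *Sox9* (14), *Gpc3* (13), *Notch1* (12) and *Tek* (12), and 5 that newly passed. For the lists the numbers were 317, 19, 6 and 14. The hepatocyte list no longer passed under normexp background correction (−0.20), quantile normalization (−0.03) and in the series matrix (−0.02), so its fall depends on the scaling. The median change of all tested genes moved from −0.13 to −0.04 under quantile normalization.

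Dim probes limit what can be seen: a gene below background in a genotype has only a bound. The slide as a block was not run, because all arrays lie on 1 slide. No paired analysis was possible because the animals carry their own numbers, which pair no *Rbpj*+/+ with a *Rbpj*-/- animal.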

Differences from the paper's values

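All alternatives on the series matrix without a filter for dim probes were chosen only after the result was seen, and the other alternatives were set before the data were examined.

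The paper's Table S2 gives 1499 differentially expressed genes, the paper's values being 1040 higher and 459 lower in *Rbpj*-/- liver. Here 6413 genes passed, 2741 higher and 3672 lower. Of the alternatives set before the data were examined, only the one without a filter for dim probes came within 1.5 times of the paper's values (1642, 968 and 674). All others differ, from 3721 genes without Rbpj -/-_N5 to 7877 with array weights. The alternatives chosen after seeing the values gave 2823 and 2458 genes and differ too. By the shrinkage t on the averaged series matrix, which gave the 2458, all 1491 matched names of Table S2 lie among the first 1499 of 35715 ranked genes. The genes ranked first are thus nearly those of the table, while the number past the threshold differs. The order within the table was not compared.

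For the Hippo signalling pathway the paper's value is 14 genes, and 44 passed here. Every alternative set before the data were examined differs from the paper's value, from 9 genes without a filter for dim probes to 60 with normexp background correction. The series matrix without that filter gave 18 genes, was chosen after seeing the values and drops 1 of the paper's 14 genes. Its mean over the probes of a gene, tested by the shrinkage t, gave 19, was also chosen after seeing the values and drops 0 of the 14.

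A log2 fold change is said to differ when its sign is opposite, or when it lies further from the paper's value than the larger SD of the 2 genotypes (0.15 for *Dvl3*, 1.27 for *Sult2a6* and 0.24 for *Tgfbr2*). Where arrays below background enter that SD, a fold 1.5 times apart is enough, and a bound differs when it is over 1.5 times the paper's fold. The paper's log2 fold change of *Dvl3* is −1.08, and −1.26 was found here. It does not differ with normexp background correction (−0.95), quantile normalization (−1.08), the 75th percentile over detected probes (−1.18), the series matrix (−1.08), or without Rbpj +/+_1024 (−1.22), Rbpj +/+_991 (−1.21) or Rbpj -/-_N3 (−1.18). It differs under the remaining alternatives set before the data were examined. For *Prok1* the paper's value is −3.35, and here the bound is −4.74, a fall of at least 26.6-fold. Every alternative set before in which it was tested differs, with −2.47 under normexp background correction. For *Sult2a6* the paper's value is 6.17, against 8.33 here, and only normexp background correction (5.92) does not differ among them. For *Tgfbr2* the paper's value is 1.32, against 1.81 here, and only the mean of all probes of the gene (1.27) does not differ. The series matrix averaged over the probes of a gene, chosen after seeing the values, gives −1.08, −3.35, 6.17 and 1.32 for these 4 genes and drops 0 of the 1491 genes of Table S2 matched to the array. The series matrix without a filter for dim probes, also chosen after seeing the values, gives −1.08 for *Dvl3* and calls 1439 of the 1491.

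Of the genes in Table S2, 24 were tested and did not pass here and 75 were not tested. Quantile normalization called 1405 genes of the table, the mean of all probes 1403, array weights 1401 and the series matrix 1404, against 1392. The remaining alternatives set before the data were examined called between 1041 and 1396. *Clca3a1* and *Arhgap26* have the paper's values 1.15 and −0.92, against −0.65 and 0.99 here. The series matrix averaged over the probes of a gene, chosen after seeing the values, correlates with Table S2 at r = 1.00 across its 1491 matched genes and drops 0 of them.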

Other observations

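The count over other splits was planned, and the tests of the slide row, of the scaling, of the negative controls and of the *Actg1* probes were chosen only after the result was seen.

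Chance is argued against, but not excluded, for the difference between the genotypes. Of the 35 splits of the arrays into 4 and 3, only the real one gave as many differentially expressed genes. The exact permutation p of this count is 0.0286, the smallest that 35 splits allow. The next splits gave 621 and 570. The row of the slide cannot be told apart from the genotype, since 0 rows hold arrays of both. The majority of lower genes may come from the scaling between arrays, as 52.2% of the called genes were higher under quantile normalization, against 42.7% after the percentile shift. Pearson's r between arrays, across probes that are not independent replicates, was 0.968 to 0.986 within *Rbpj*+/+, 0.973 to 0.982 within *Rbpj*-/- and 0.911 to 0.957 between the genotypes.

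The median probe was brighter on Rbpj +/+_1156 and Rbpj -/-_N3 than on the other 5 arrays, by 12.2 and 29.5 units of signal before background subtraction above the highest of them. A raised background is argued against as the whole cause on both. The median of the negative control spots rose by 5.84 units on Rbpj -/-_N3, 19.8% of the rise of the median probe, and by −0.184 units on Rbpj +/+_1156, or −1.51%. On Rbpj -/-_N3 the control spots rose by 58.7% of the rise at the 10th percentile of the probes, so a raised background may add to the brightness of its dimmest probes. What makes the median probe brighter on both arrays stays open.

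The *Actg1* probes placed on other chromosomes rose by 1.20 more (SE 0.13, exact two-sided permutation p = 0.0286) than the probe on the gene's own chromosome. This comparison describes the unequal rises and does not test their cause. Whether the probes placed on other chromosomes read other transcripts, such as those of related sequences, stays open.

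Genes that the paper measured in other ways had these log2 fold changes on the arrays, with the adjusted p from limma. *Yap1* was −0.32 (0.259). It passed as lower with array weights (−0.41, 0.0806) and without Rbpj +/+_1156 (−0.43, 0.0855), with a range of 0.0806 to 0.849 over its alternatives. *Cyr61* was 0.61 (0.22) and passed without Rbpj -/-_2866 (1.03, 0.0385, with a range of 0.0385 to 0.605), and *Krt19* was 0.25 (0.532, with a range of 0.386 to 0.975) and −0.011 with normexp background correction. *Ctgf* rose by 2.26 (0.0230) and did not pass under 4 alternatives (range 0.00770 to 0.165), and *Iqgap1* rose by 1.23 (0.00299). *Gpc3* had 1.63 (0.0804) and no longer passed under 13 alternatives, the threshold of 0.05 included (range 0.0113 to 0.317). Among these were the ones without Rbpj +/+_1155 (1.62), Rbpj +/+_1156 (1.41), Rbpj +/+_1024 (1.72), Rbpj -/-_N3 (1.53) and Rbpj -/-_N5 (0.95, adjusted p = 0.257). *Sox9* had 1.32 (0.0842) and no longer passed under 14, the threshold of 0.05 included (range 0.0460 to 0.385), among them those without Rbpj +/+_1155 (1.24), Rbpj +/+_1156 (0.92), Rbpj +/+_1024 (1.46), Rbpj -/-_N3 (1.30) and Rbpj -/-_N5 (1.02). *Ankrd1* was not tested, with 0 of 4 *Rbpj*+/+ and 2 of 3 *Rbpj*-/- arrays above background. *Mki67* rose by 2.68, *Pcna* by 1.31 by a probe that the array's design places on chromosome 19 instead of 2, *Acta2* by 1.70 and *Col1a1* by 1.44. *Adgre1* rose by 1.66 (0.00225) and *Ptprc* by 1.32 (0.0127). Without the filter for dim probes *Pcna*, *Col1a1* and *Ptprc* no longer passed. *Krt7* was −0.45 (0.656) and *Hnf4a* −0.32 (0.216), and neither passed under any alternative.

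Of the Notch pathway genes, *Hey1* rose by 1.45 and no longer passed under 2 alternatives. *Notch3* rose by 0.75 and no longer passed under 5, one of them without Rbpj -/-_2866 (0.61). *Notch1* fell by 1.26 and no longer passed under 12, the threshold of 0.05 included, among them those without Rbpj +/+_1156 (−1.05), Rbpj +/+_1024 (−1.14), Rbpj +/+_991 (−1.23), Rbpj -/-_N5 (−0.97) and Rbpj -/-_2866 (−1.28). In the series matrix averaged over the probes of the gene it was −0.070 (adjusted p = 0.962, with a range of 0.0143 to 0.962). *Notch2* was 0.64 (adjusted p = 0.116 from limma) and passed as higher under 8 alternatives, such as quantile normalization (0.0566), the 75th percentile over detected probes (0.0326), limma-trend (0.0835) and without Rbpj +/+_1155 (0.76, 0.0944), with a range of 0.0326 to 0.692. *Hes1* was −0.60 (0.406), passed under no alternative (range 0.212 to 0.822) and was −0.078 without Rbpj +/+_1155 and 0.55 with the *Xist* covariate, so its direction is not settled. The covariate cannot decide it, because *Xist* was well above background on Rbpj +/+_1155 alone, the array with the outlying *Hes1* value. *Notch4* was 0.60 (0.156) and passed as higher with array weights (0.73, 0.0490) and without Rbpj +/+_1156 (0.81, 0.0402), with a range of 0.0402 to 0.466. *Dtx1* was −0.53 (0.460) and passed as lower without Rbpj -/-_N3 (−1.16, 0.0731), with a range of 0.0731 to 0.967, and was −0.035 without Rbpj -/-_N5. *Nr1h4* fell by 1.52. *Nr0b2* fell by 0.92 and no longer passed under 8 alternatives, among them those without Rbpj +/+_1024 (−0.85), Rbpj +/+_991 (−0.86), Rbpj -/-_N5 (−0.73) and Rbpj -/-_2866 (−0.79). *Alb* was −0.78 after the percentile shift and −0.10 under quantile normalization, where it did not pass. The other *Rbpj* probe, placed on chromosome 6, fell by 1.63 (0.0723).

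*H19* rose by 7.44 (adjusted p = 0.00489), with Rbpj +/+_991 at 5.10 and the other *Rbpj*+/+ arrays at 0.99, −0.57 and −0.72. Genes below background in all *Rbpj*+/+ arrays and above it in all *Rbpj*-/- arrays numbered 176, led by *Sult2a4*, at least 387-fold higher and with a probe like those of its paralogs, *Igdcc4* (at least 54.9-fold) and *Glod5* (at least 15.4-fold). The reverse held for 21 genes, led by *Elovl3*, at least 295-fold lower, *Serpina9* (at least 60.7-fold) and *Clec2h* (at least 42.4-fold). All these bounds were computed with the first settings and depend on them. The fitted log2 fold changes across alternatives were −10.52 to −5.28 for *Elovl3*, −7.52 to −3.29 for *Serpina9* and −7.43 to −2.95 for *Clec2h*. For *Sult2a4*, *Igdcc4* and *Glod5* they were 5.96 to 10.08, 3.24 to 7.57 and 1.62 to 4.98.

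Among the other lists, with the shift, its SE and the camera adjusted p, macrophage genes rose by 1.75 (0.15, 5.1e-10), with 13 of 16 called higher and 1 lower, and proliferation genes by 2.51 (0.32, 1.5e-09), with 11 of 11 called higher. Stellate cell genes rose by 1.29 (0.22, 5.9e-06), with 10 of 13 called higher. Fetal liver genes, with a camera adjusted p of 2.0e-08, had 10 of 11 called higher. The YAP target genes measured by qRT-PCR in the paper rose by 1.72 (0.49, 0.00120), with 4 of 5 called, and the paper chose them itself. The wider YAP target list had 0.30 (0.14, 0.117), with 5 of 17 called higher and 1 lower. It passed without the filter for dim probes (0.39, 0.00440) and without Rbpj -/-_2866 (0.62, 0.00626), where all alternatives lay between 0.00440 and 0.471. Hepatocyte genes had −0.45 (0.13, 0.00724), with 10 of 15 called lower and 0 higher, and no longer passed under quantile normalization (−0.026, 0.439, with a range of 0.00288 to 0.460). Cholangiocyte genes had 0.64 (0.17, 0.0962), with 4 of 9 called higher and 0 lower. Notch target genes had 0.00 (0.12, 0.635) with a median of −0.46, so mean and median differ in sign. Erythroid genes had −0.27 (0.71, 0.816) with a median of 0.04, also different in sign. Bile acid genes had −0.11 (0.28, 0.293), with 5 of 19 called higher and 8 lower. The cholangiocyte list passed without the filter for dim probes (0.42, 0.0199), without Rbpj -/-_2866 (0.80, 0.0308) and by fry (0.0358), with a range of 0.0199 to 0.305. The bile acid list passed by fry (0.0398, with a range of 0.0398 to 0.657), and with an estimated correlation no list did. Well above background on every *Rbpj*+/+ array were 14 macrophage, 9 proliferation, 11 stellate, 9 fetal liver, 5 qRT-PCR, 17 YAP target, 15 hepatocyte, 9 cholangiocyte, 9 Notch target, 6 erythroid and 18 bile acid genes. Other lists hold 5 of the qRT-PCR genes, 5 bile acid, 3 cholangiocyte, 3 female-biased, 3 YAP target, 2 fetal liver, 2 male-biased, 2 Notch target genes and 1 hepatocyte gene. Of the Notch target list the paper names 6 genes, and of the YAP target list 3. Of the sex-linked genes, *Uty* was well above background on 7 arrays, *Kdm5d* on 0 and *Xist* on 1.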
